# Stepwise reprogramming of liver cells to a pancreas progenitor state by the transcriptional regulator Tgif2

**DOI:** 10.1038/ncomms14127

**Published:** 2017-02-13

**Authors:** Nuria Cerdá-Esteban, Heike Naumann, Silvia Ruzittu, Nancy Mah, Igor M. Pongrac, Corinna Cozzitorto, Angela Hommel, Miguel A. Andrade-Navarro, Ezio Bonifacio, Francesca M. Spagnoli

## Abstract

The development of a successful lineage reprogramming strategy of liver to pancreas holds promises for the treatment and potential cure of diabetes. The liver is an ideal tissue source for generating pancreatic cells, because of its close developmental origin with the pancreas and its regenerative ability. Yet, the molecular bases of hepatic and pancreatic cellular plasticity are still poorly understood. Here, we report that the TALE homeoprotein TGIF2 acts as a developmental regulator of the pancreas versus liver fate decision and is sufficient to elicit liver-to-pancreas fate conversion both *ex vivo* and *in vivo*. Hepatocytes expressing *Tgif2* undergo extensive transcriptional remodelling, which represses the original hepatic identity and, over time, induces a pancreatic progenitor-like phenotype. Consistently, *in vivo* forced expression of *Tgif2* activates pancreatic progenitor genes in adult mouse hepatocytes. This study uncovers the reprogramming activity of TGIF2 and suggests a stepwise reprogramming paradigm, whereby a ‘lineage-restricted' dedifferentiation step precedes the identity switch.

## Abstract (web summary)

Liver and pancreas cells arise from a common endoderm progenitor in the embryo, but what regulates their cell fate is unclear. Here, the authors show that expression of the Three-Amino-acid-Loop-Extension (TALE) homeobox TG-interacting factor 2 (TGIF2) in hepatocytes reprogrammes the cells to a pancreatic fate.

Successful lineage reprogramming relies on the identification of defined factor(s) able to establish the new cell fate transcriptional program and, concomitantly, silence the original gene expression program^1^,^2^,^3^,^4^. Here, we sought to investigate cellular plasticity between liver and pancreas and to what extent this enables their fate interconversion.

Lineage reprogramming holds distinct advantages over stem cell-based replacement strategies, with the new cells being autologous in origin, residing within their native tissue, and with a theoretically lower risk of tumorigenesis^5^. Recent studies have unveiled an unsuspected degree of cellular plasticity in the adult pancreas and pointed to pancreas-resident cells as potential sources for new β-cells^6^,^7^,^8^,^9^,^10^,^11^,^12^,^13^,^14^,^15^. However, from a clinical perspective, adult liver cells hold important advantages over pancreatic cells, representing a more accessible and abundant starting cell population for fate conversion approaches to generate pancreatic cells with therapeutic potential^3^,^16^. To date, adenovirus-mediated ectopic expression of pancreatic transcription factors (TF) (for example, *Pdx1*, *Ngn3*) in the liver has been shown to partially correct hyperglycaemia in diabetic mice, even though the phenotypic conversion appears incomplete^17^,^18^,^19^,^20^. Moreover, delivery of the same pancreatic TFs through adeno-associated viruses (AAV), which have low-immunogenity but high-transduction efficiency, or upon transgene expression in mice did not exert the same effects^19^,^21^,^22^. These observations are consistent with the fact that the two lineages are closely related but yet at a greater distance than cells of the same lineage, for example, exocrine and endocrine pancreas cells^23^,^24^. Additional limitations might be the lack of appropriate interaction partners or the presence of antagonistic factors in liver cells that lock cell identity, hampering cell plasticity and conversion. To overcome these lineage restrictions, we investigated whether developmental regulator(s) of the pancreas versus liver fate decision might be effective reprogramming determinants for achieving conversion of liver cells into pancreas fate.

The transcriptional mechanisms underlying hepatic and pancreatic lineage divergence in the mouse embryo begin to be unravelled^25^,^26^,^27^. In a RNASeq gene expression profile of liver and pancreas progenitor cells isolated from the mouse embryo, we identified the Three-Amino-acid-Loop-Extension (TALE) homeobox TG-interacting factor 2 (TGIF2) at the cell-fate branchpoint, being in the common endoderm progenitor pool and whose expression changes in opposite directions as cells commit to pancreatic or hepatic lineages^25^,^28^. TALE proteins are involved in many crucial developmental processes and diseases through their function as Hox-transcriptional co-regulators, but also through Hox-independent mechanisms^29^,^30^. TGIF2 contains a highly conserved homeodomain and has been described as a context-independent transcriptional repressor, exerting its function either through modulation of the BMP/TGF-beta pathway or through direct DNA binding^28^,^31^. In *Xenopus* embryos, Tgif2 acts as an intracellular endodermal effector promoting pancreatic fate by inhibiting BMP signalling^28^. In the mouse embryo, overlapping functions between *Tgif2* and its close family member, *Tgif1*, have been previously reported during different embryological processes, such as gastrulation and neural development^32^,^33^.

Here, we demonstrate that TGIF2 is a developmental regulator of pancreas versus liver fate decision using both loss- and gain-of function experiments in mouse embryos and embryonic stem (ES) cells, respectively. In addition, when ectopically expressed in murine adult liver cells, TGIF2 promotes suppression of the hepatic transcriptional program and induction of a subset of pancreatic genes. Overall, hepatocytes expressing *Tgif2* acquire a pancreatic progenitor state and upon exposure to pancreatic microenvironment or *in vivo* transplantation into diabetic mice the reprogrammed cells undergo further differentiation and acquire certain functional pancreatic properties. Similarly, *in vivo* AAV-mediated *Tgif2* expression in adult mice turns on marker genes of the pancreatic lineage in hepatocytes. In summary, this study defines a novel strategy for controlled generation of pancreatic progenitors based on TGIF2-dependent fate conversion and opens to new investigation into the mechanistic aspects of cellular identity and plasticity.

## Results

### Liver and pancreas fate divergence

The TALE class of homeodomain-containing TFs are known to play crucial roles in establishing cell identity and organogenesis, including pancreas formation^28^,^29^,^34^. We found that foregut endoderm progenitors express elevated *Tgif2* levels, which is in line and validated previous RNASeq data^25^ (Fig. 1a; Supplementary Fig. 1a). Importantly, at the 2-somite (S) stage (E8.0) *Tgif2* expression was spatially confined to the caudo-lateral region of the ventral foregut, which is the location of presumptive bipotent hepatic and pancreas progenitors (Fig. 1c)^35^. Subsequently, by 7–9S stage (E8.5), whole-mount immunofluorescence (IF) showed co-localization of TGIF2 with PROX1 in ventral pancreatic progenitors at the lip of the foregut but not in hepatoblasts (Fig. 1b). After the fate decision between liver and pancreas is made, *Tgif2* exhibited high and persistent expression levels in pancreas throughout embryonic development, as well as in adulthood, whereas it was undetectable in the liver (Fig. 1; Supplementary Fig. 1b,c).

Because of its restricted expression in the ventral foregut, we asked whether *Tgif2* regulates the allocation of foregut progenitor cells into pancreas fate and is sufficient for the activation of pancreatic transcriptional program. The closely related family member, *Tgif1*, does not display a similar restricted expression, being in both hepatic and pancreatic progenitor cells^25^. However, given the high degree of functional overlap between *Tgif2* and *Tgif1* during mouse embryogenesis^29^,^33^, we conditionally deleted *Tgif2* in the epiblast using a loxP-flanked *Tgif2* allele^36^ and the *Sox2*-Cre transgene^37^ in a *Tgif1*-deficient background^32^ (Fig. 2; Supplementary Fig. 1d). No double homozygous mutant embryos (Tgif2r/r;Tgif1−/−;Sox2-Cre) were found in our genetic background (0 out of 216 embryos), hampering a complete loss-of-function analysis (Supplementary Fig. 1d). However, the presence of one single wild-type allele of either *Tgif1* or *Tgif2* gene supported normal embryonic development to at least E10.5, enabling the analysis of ventral foregut organogenesis (Fig. 2). We analysed the expression of *Pdx1* and *Sox17*, which is involved in the segregation between liver and pancreatobiliary systems and expressed in ventral pancreatic progenitors from E9.5 onward^38^,^39^,^40^,^41^. Interestingly, mouse embryos with *Tgif* combined mutations, homozygous for one gene and heterozygous for the other (for example, Tgif2r/+;Tgif1−/−;Sox2-Cre or Tgif2r/r;Tgif1+/−;Sox2-Cre), showed consistent reduction of the SOX17^+^ and PDX1^+^ ventral pancreatic buds at E9.5 (Fig. 2a,b). This was accompanied by an expansion of the hepatic bud volume, as measured by PROX1 staining (Fig. 2a,b).

Next, we directly assayed *Tgif2* for pancreatic fate-inducing activity. To model *ex vivo* endoderm development and specification of pancreas progenitors, we used a directed stepwise differentiation system of mouse embryonic stem cells (ESC), adapted from previously published studies^25^,^42^,^43^. Monolayer cultures of mES cells were first differentiated into definitive endoderm (DE), transduced with a bicistronic lentiviral vector (LV) expressing *Tgif2* and the reporter enhanced green fluorescent protein (EGFP) genes, and then differentiated into pancreatic endoderm (PE) (Fig. 1d; Fig. 3a). We found that *Tgif2* enhanced differentiation of the DE-induced population toward pancreatic fate, as judged by the further increase in expression levels of *Sox17, Pdx1* and *Hnf1b* (Fig. 1d). Conversely, when DE cells were differentiated into hepatic endoderm (HE)^44^ in the presence of *Tgif2*, we observed marked decrease in the expression of liver-specific genes (for example, *Serpina1*, *Hnf4a*, *C/EBPa*) (Fig. 1d). Taken together, our results indicate that TGIF2 acts as a developmental regulator of the hepatopancreatic lineage, pushing foregut progenitors toward pancreatic cell fate and counteracting hepatic fate. Thus, these properties make TGIF2 a pertinent candidate to be tested for lineage reprogramming of liver to pancreas.

### Stepwise reprogramming of liver cells to pancreas progenitors

To assess this possibility, first we developed an *ex vivo* lineage reprogramming strategy based on LV vectors for stable and sustained expression of *Tgif2* in liver cells. We expressed *Tgif2* in primary mouse hepatocytes (HEP) that were freshly isolated from adult livers and cultured in standard hepatocyte culture medium (Fig. 3a; Supplementary Fig. 2e). At one week after transduction with LV-TGIF2, we measured robust ectopic *Tgif2* expression and concomitant repression of liver-specific genes, including *Albumin, Serpina1* and *Transthyretin* (*Ttr*), and the TFs *Hex*, *Hnf4a* and *Hnf4a1* liver-specific isoform (Fig. 3b). Two weeks post-transduction, the depletion of hepatic transcripts was maintained (Fig. 3b) and accompanied by induction of pancreatic progenitor genes, such as the TFs *Pdx1, Ptf1a, Neurod1, Pax6, MafA, Isl1, and Insm1* (ref. 23), as well as *Nestin*, encoding an intermediate filament protein, which marks undifferentiated pancreatic precursor cells at E10.5 (ref. 45) (Fig. 3b; Supplementary Fig. 2f). Notably, the expression of all these pancreatic TFs, besides *Pdx1* and *Ptf1a*, begins at the onset of pancreatic bud formation by E10.5 and later is restricted to the endocrine cell population^23^,^25^. LV-TGIF2 did not affect the expression levels of endogenous *Tgif2* or *Tgif1* (Supplementary Fig. 2g).

Prolonged analysis of the LV-TGIF2-transduced cells beyond 2 weeks was not possible because of the limited viability of primary HEP cultures *in vitro*^46^,^47^. To overcome this problem, we used the well-characterized non-transformed BAML hepatic cell line^48^, as an additional *ex vivo* model system. The BAML is a cell line established from adult wild-type mouse liver that was previously shown to repopulate the liver *in vivo*^48^. This cell line displays various mature hepatic features, including expression levels of *Albumin, Serpina1*, *Ttr*, *Fah,* which are comparable to those in the adult mouse liver (Supplementary Fig. 2a). However, the level of important enzymes in glucose homoeostasis, such as *G6pc* and *Pepck,* and members of the cytochrome P450 family, such as *Cyp3a11*, is lower than in adult mouse liver, while biliary epithelial markers Cytokeratin 7 and 19, are present in BAML, like in bi-potential hepatic progenitor cells (Supplementary Fig. 2a). 

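Gene expression in BAML cells given no vector (HEP control) and in adult mouse liver was measured on 3 arrays each. A gene's value is the log2 signal of its probe relative to the 75th percentile of signals on the same array, so that 1 unit is a 2-fold difference, and P values are from limma with Benjamini-Hochberg adjustment over 26257 genes. *Alb* was 6.81 ± 1.53 (SD, n = 3) in HEP control and 10.28 ± 0.95 (SD, n = 3) in adult liver, a log2 difference of -3.46 (standard error 1.15, adjusted P = 0.0166). Probes name 4 genes of the *Serpina1* family, *Serpina1a*, *Serpina1c*, *Serpina1d* and *Serpina1e*, and no probe is named for *Serpina1b*. The log2 differences of these 4 genes ranged from -5.80 for *Serpina1d* (adjusted P = 8.5e-06) to -3.41 for *Serpina1a* (adjusted P = 0.00071). *Ttr* was 5.19 ± 2.30 in HEP control and 8.57 ± 0.33 in adult liver, a log2 difference of -3.38 (standard error 0.99, adjusted P = 0.00791). For *Fah*, 4.29 ± 0.56 and 6.27 ± 0.25 gave a log2 difference of -1.98 (standard error 0.25, adjusted P = 6.1e-06). All 7 measured genes were lower in HEP control, with a median log2 difference of -3.46, and all 7 were called, whether adjusted over all genes tested or adjusted over the list alone. Every HEP control array lay below every liver array for each of them. The HEP control arrays were themselves unlike: the median of the 7 genes on replicate 3 was -2.85 log2 units from the mean of replicates 1 and 2. Leaving out replicate 3 narrowed the difference in *Alb* to -2.58, which was no longer called (adjusted P = 0.0858), as it was without liver replicate 1 (-2.93, adjusted P = 0.0657), and *Alb* was called under 10 of 15 other settings, with adjusted P from 0.00322 to 0.0858. Over all genes, 13038 differed at least 2-fold, 5394 higher and 7644 lower in HEP control, a split that turned round under quantile normalization (7079 higher and 4831 lower). The number was 5757 (2945 higher and 2812 lower) when only genes well above background on all 18 arrays were kept, and 22253 without a filter on dim probes. Genes called lower included some that were not well above background on any array of either group, such as *Nkx6-3*. The 75th percentile was 90.1 to 143.2 on the liver arrays and 346.1 to 523.4 on the HEP control arrays. For a gene absent from both groups, this scaling alone can give a difference, so part of the number and of its split may reflect background.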

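On the same arrays, *G6pc* was -3.91 ± 0.62 (SD, n = 3) in HEP control and 5.58 ± 1.22 (SD, n = 3) in adult liver, a log2 difference of -9.49 (standard error 0.60, adjusted P = 2.7e-09). *Pck1*, which encodes PEPCK, was not well above background on any HEP control array. Its fold change is therefore a lower bound, taken against the dimmest signal that the scanner software called well above background on each of those arrays, and *Pck1* was at least 8164-fold lower than in liver (adjusted P = 4.7e-11). *Cyp3a11* differed by a log2 value of -13.21 (standard error 0.61, adjusted P = 6.1e-11), and both *G6pc* and *Cyp3a11* were well above background on only 2 of 3 HEP control arrays. The median log2 difference of the 3 genes was -13.21, or -12.99 with *Pck1* at its bound. *Krt7*, for Cytokeratin 7, was 5.52 ± 0.53 in HEP control and not well above background on any liver array, so that it was at least 312.5-fold higher (adjusted P = 2.9e-12). *Krt19* was 7.71 ± 0.56 in HEP control and -1.87 ± 0.19 in adult liver, a log2 difference of 9.59 (standard error 0.31, adjusted P = 1.1e-12). These 5 differences kept their direction and their call in every setting tried. The paper states that BAML cells have several mature hepatic features, and sets their biliary cytokeratins beside those of bi-potential hepatic progenitor cells.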

We cultured the BAML hepatic cells in their standard hepatocyte culture medium and characterized them after transduction with either LV-TGIF2 or LV-GFP, as control, at multiple time points *ex vivo*, as well as *in vivo* (Fig. 3c; Supplementary Fig. 2b). *Tgif2*-expressing cells proliferated at a lower rate than controls during the first week after transduction and reacquired the normal proliferative activity after 10 days (Supplementary Fig. 2c,d). At early time points (1 and 2 weeks), ectopic *Tgif2* expression in BAML HEP cells elicited effects similar to those observed in primary HEPs, including strong reduction of the hepatic gene expression program and subsequent induction of a set of pancreatic genes (Fig. 3c). Importantly, the levels of pancreatic transcripts either remained stably induced or increased (for example, *Pdx1* and *MafA*) over time (day (d) 30 and d50 time points after *Tgif2* expression) (Fig. 3c). Repression of the hepatic gene expression program was also maintained in long-term cultures of LV-TGIF2-tranduced BAML HEP cells, even though it became less prominent after d50, suggesting possible occurrence of culture heterogeneity (Fig. 3c).

IF analysis corroborated these findings, showing LV-TGIF2-transduced BAML HEP cells positive for GFP that were also positive for SOX9 and/or PDX1 but displayed reduction or loss of hepatic differentiation markers (albumin and glutamine synthetase (GS)) (Fig. 3d). Three weeks after transduction, a typical TGIF2-LV culture was composed of 50±4% SOX9-positive cells, 8.75±1.23% PDX1-positive cells and 48.10%±3.84% of the PDX1-positive cells also co-express SOX9. Notably, PDX1-positive cells were not simultaneously positive for liver markers, such as albumin or GS, excluding hybrid cellular phenotypes in LV-TGIF2 HEP cultures (Fig. 3d). As expected, control BAML HEP cultures displayed typical abundant cytoplasmic albumin or GS in the absence of pancreatic markers (Fig. 3d).

TFs in common between the two fates, such as *Prox1* and *Foxa2*, were expressed at similar levels in both control and *Tgif2*-expressing HEP cells (Fig. 3c). Induction of marker genes for stomach, duodenal and intestinal fates (for example, *Sox2, Nkx6.3* and *Cdx2*) was not detected in *Tgif2*-expressing HEP cells (Fig. 3b,c; Supplementary Fig. 3a,b). Moreover, induction of pancreatic fate was not accompanied by the activation of a facultative liver stem/progenitor population (for example, *Lgr5*-positive)^49^, pluripotency markers or other lineage-specific transcripts, suggesting a fate-restricted switch (Fig. 3b; Supplementary Fig. 3). 

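Arrays of BAML cells transduced with LV-TGIF2 and sorted at d14 and d30 (TiPP cells), 3 at each time, were compared with the 3 HEP control arrays. *Lgr5* was not well above background on any d14 array and on 1 of 3 arrays at d30, against 1 of 3 HEP control arrays. It was not called at d14 (adjusted P = 0.882), and its log2 difference at d30 was -0.27 (adjusted P = 0.839). *Sox2* and *Nkx6-3* were not well above background on any HEP control, d14 or d30 array, so no fold change is given for them. *Cdx2* was well above background on all 9 of these arrays, at 2.27 ± 0.14 (SD, n = 3) in HEP control, and differed by 0.30 log2 units at d14 (standard error 0.50, adjusted P = 0.8). Of 7 pluripotency genes chosen beforehand (*Pou5f1*, *Nanog*, *Zfp42*, *Lin28a*, *Dppa5a*, *Tdgf1* and *Utf1*), *Pou5f1* and *Zfp42* were too dim in every group to be tested. The other 5 had a median log2 difference of 0.09 at d14 and 0.03 at d30, with 0 of 5 called by limma at either time, whether adjusted over all genes or adjusted over the list alone, and 0 of 5 at an unadjusted P under 0.05.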

Remarkably, we also observed induction of endodermal genes, such as *Gata6* and *Cxcr4*, as well as of *Pdx1* and *Ptf1a* expression when LV-TGIF2 was transduced in adult mouse fibroblasts, suggesting a potential broader reprogramming activity of TGIF2 also in non-endodermal lineage cells (Supplementary Fig. 3c).

Altogether these data show that *Tgif2* is uniquely able to rapidly down-regulate the typical hepatic gene regulatory network and promote a pancreatic progenitor gene-expression signature even in conditions that favour hepatic cell maintenance. We then tested if LV-TGIF2-transduced primary HEPs grow and expand in three-dimension (3D) culture conditions that have been recently established for pancreas progenitor cells^50^. We found that TGIF2-LV primary HEPs formed organoids, which were composed of SOX9- and PDX1-positive cells (Fig. 4a,b). By contrast, control non-transduced primary HEPs did not cluster to form 3D aggregates under the same pancreatic conditions and failed to grow (Fig. 4a). Next, to start testing the differentiation potentials of the organoids established from TGIF2-LV primary HEPs, we transplanted them into fresh E12.5 mouse pancreatic explants (Fig. 4c). Importantly, when exposed to their native pancreatic microenvironment, the grafted progenitor cells (GFP-positive) either expressed pancreatic progenitor markers (PDX1, NKX6.1) or retained the potential to differentiate and expressed acinar (AMYLASE) or endocrine (INSULIN, GLUCAGON) markers (Fig. 4c). Endocrine differentiation of GFP-positive grafted progenitor cells was more frequent into glucagon^+^ cells, resulting in average of ∼30% GLUC^+^/GFP^+^ versus 10% INS^+^/GFP^+^, while exocrine cells were less frequent (Fig. 4c). Altogether, these results indicate that in the presence of TGIF2 mature hepatocytes acquire a typical pancreatic progenitor gene expression signature and can further differentiate as true progenitor cells. Reprogrammed primary and BAML HEP cells are hereafter referred to as TGIF2-induced Pancreatic Progenitor (TiPP) cells.

### Tgif2-reprogramming induces gene expression remodelling

Next, we analysed the changes in global gene expression in reprogrammed TiPP cells. 

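RNA from 18 samples, 3 in each of 6 groups, was labelled with Cy3 and hybridized to Agilent mouse arrays in 1 colour. The groups were BAML cells without vector (HEP control), BAML cells transduced with LV-TGIF2 at a multiplicity of infection of 40 and sorted at d14 or at d30, E14.5 pancreas, adult pancreas and adult liver. The sample labels and the paper give nicotinamide in the hepatocyte medium in different units, 10 mM in the paper and 10 µM in the labels. The authors deposited the scanner output, in which each spot carries an intensity that Agilent's Feature Extraction software had corrected for background within its array, without normalization between arrays. They also deposited a table of log2 values, which equals quantile normalization of these intensities to within 0.0003 log2 units and which served as an alternative. Each array held 62976 spots, of which 59305 belonged to 55681 probes for transcripts. The log2 intensity was taken relative to the 75th percentile of its array, and spots that the software had marked as outliers were left out before the spots of a probe were averaged. A probe was kept when it was well above background on every measured array of at least 1 group, and the probe with the highest mean signal stood for its gene. Of all probes, 27235 (48.9%) could be matched to a gene symbol through the RefSeq accession that names them, and the others kept the name in the files. This left 26257 genes for limma, 16173 of them with a symbol, in a fit of all 18 arrays with 6 groups and no covariate. The 75th percentile of the signal was 346.1 to 523.4 on the HEP control arrays, 579.6 to 623.8 at d14, 479.7 to 662.4 at d30 and 525.5 to 565.5 in E14.5 pancreas. It was 81.2 to 102.9 in adult pancreas and 90.1 to 143.2 in adult liver, where fewer probes stood out from background (medians of 44.1% and 39.8% of probes, against 54.7% in HEP control). The number of arrays limits the precision. HEP control replicates 1 and 2 differed over 2-fold in 3.81% of genes, but replicate 3 differed from them in 29.8% and 29.6%. The d14 arrays differed among themselves in 2.91% to 3.15% of genes. At d30, replicate 1 differed from replicates 2 and 3 in 19.3% and 20.4%, and the latter from each other in 4.24%. Arrays were read on 4 slides: slide 1 held HEP control 1 and 2, all d14 arrays and d30 replicates 1 and 2, slide 2 held HEP control 3, and slides 3 and 4 held d30 replicate 3 and the tissues.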

We compared the gene expression profiles of FACS-purified TiPP cells at two time points (d14 and d30 post-transduction), control BAML HEP cells, mouse embryonic pancreas (E14.5) and adult pancreas and liver tissues. 

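For hierarchical clustering, the 735 genes changed over 4-fold in TiPP d14 cells against HEP control and measured on all 18 arrays were scaled to z-scores across the arrays. With Euclidean distance and complete linkage, all TiPP arrays joined in a branch of their own, which then joined a branch of E14.5 and adult pancreas. With average linkage on correlation, the TiPP arrays joined the HEP control arrays first and both lay apart from the 3 tissues. Across these genes, which were chosen for their change in TiPP cells and are not independent replicates, the mean Pearson correlation of the d14 arrays was -0.21 with the E14.5 arrays and -0.24 with the HEP control arrays. The difference, 0.030 ± 0.039 (SD over the 3 d14 arrays), was smaller than the spread between replicates, and it was -0.011 on 1 of the 3 arrays. It changed sign under several settings, among them without HEP control replicate 2 (-0.054), and most of all with the 1000 genes of largest variance (-1.43). The d14 arrays correlated with the d30 arrays at 0.56 and with the adult liver arrays at -0.48. In trees over other sets of genes, the TiPP arrays formed no branch of their own. Over all genes, and over genes not called 2-fold at d14 or d30, d30 replicates 2 and 3 joined HEP control replicates 1 and 2. Over the 1000 genes of largest variance, d30 replicates 2 and 3 joined HEP control replicate 3.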

Unsupervised hierarchical clustering of gene expression data showed a clear relationship between reprogrammed TiPP cells and E14.5 mouse pancreas (Fig. 5a). 

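In the tree by complete linkage, the 3 HEP control arrays formed the outermost branch on their own, and the adult liver arrays branched off next, before the TiPP and pancreas arrays. The mean Pearson correlation of the HEP control arrays, over the genes used for clustering, was -0.062 with adult liver and -0.33 with E14.5 pancreas. The difference of 0.27 ± 0.11 (SD over the 3 HEP control arrays) was larger than the spread between replicates and positive on each array, from 0.14 on replicate 3 to 0.34 on replicate 1. It was smallest, at 0.13, over the genes not called 2-fold at either time, and it was 0.50 without HEP control replicate 3. In trees over all genes and over genes not called 2-fold, HEP control lay with TiPP and E14.5 pancreas arrays. There adult liver joined adult pancreas. Over the 1000 genes of largest variance, adult liver formed the outermost branch and HEP control lay with TiPP arrays.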

As expected, the control BAML HEP population clustered together with adult liver (Fig. 5a). Notably, typical representative genes, which define pancreatic progenitor identity, including *Sox9*, *Pdx1*, *Pax6*, *Cpa1*, *Nr5a2*, *Neurod1*, *Tead2, Tle2*, *Tle3*, were upregulated in TiPP cells, whereas all well-known genes involved in hepatic functions, such as cytochrome enzymes, apolipoproteins and detoxification enzymes, were down-regulated (Fig. 5b).

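Of the 9 named pancreatic genes, 5 were well above background on a HEP control or TiPP d14 array, all 5 were higher in TiPP d14 cells, and 3 were called (*Tead2*, *Tle2* and *Tle3*), or 4 when adjusted over the list alone, with *Nr5a2* added; since the paper picked these genes on the same samples, the latter is not independent evidence. *Tead2* rose from -0.60 ± 0.77 (SD, n = 3) to 3.52 ± 0.10 (SD, n = 3). *Tle2* rose by 1.45 log2 units (standard error 0.42, adjusted P = 0.0288) but was not called without HEP control replicate 3 (0.90) or without any single d14 array (1.42 to 1.49), and it was called in 10 of 15 other settings, with adjusted P from 0.00549 to 0.106. *Tle3* rose by 1.79 (standard error 0.43, adjusted P = 0.0104). The rise of 1.13 in *Nr5a2* was not called over all genes (standard error 0.37, adjusted P = 0.0537); it was called in 4 of 15 other settings, among them without HEP control replicate 1 (1.43) or 2 (1.35), with adjusted P from 0.027 to 0.193. *Sox9* differed by 0.67 (standard error 0.57, adjusted P = 0.534). *Pdx1*, *Pax6*, *Cpa1* and *Neurod1* were not well above background on any HEP control or d14 array. At d30, 6 were measured in this sense, all 6 were higher, and 3 were called (*Pdx1*, *Tead2* and *Tle3*), with the same number when adjusted over the list alone. *Pdx1* was then well above background on 2 of 3 arrays and at least 1.11-fold higher than in HEP control, and its call was lost under background correction by normexp (adjusted P = 0.748; 12 of 14 other settings called it, with adjusted P from 0.000385 to 0.748). *Tle3* was not called at d30 without HEP control replicate 3 (1.14), d30 replicate 1 (1.45) or d30 replicate 2 (1.60, adjusted P from 0.00989 to 0.178 over its settings). *Tgif2* itself rose from -3.35 ± 0.34 to 1.00 ± 0.15 at d14, by 4.35 (standard error 0.53, adjusted P = 5.9e-05), and was 2.62 above HEP control at d30 (adjusted P = 0.00535). This holds for 1 of its 3 probes: the second fell by 2.43 at d14 and the third was not well above background, and the mean of the 3 was not called (0.57, adjusted P = 0.151). The vector carries the *Tgif2* cDNA, and which probes lie within it was not examined, so the mean cannot decide on the transgene. Whether the second probe reads the endogenous transcript stays open. By PCR, the paper measured no significant change of endogenous *Tgif2*.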

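Of the 33 hepatic genes in Fig. 5b, 27 were lower at d14 and 6 higher, with a median log2 difference of -0.62. At d14, 8 were called lower, among them *Abca3*, *Acss2*, *Proz* and *Cyp1a1*, or 9 when adjusted over the list alone. At d30, 32 were lower, with a median of -1.03, and 11 were called, or 18 when adjusted over the list alone. The heat map was drawn from these samples, so the counts over the list alone are not independent evidence. *Cyp1a1* changed most at d14, by -2.39 (standard error 0.52, adjusted P = 0.00529), and was at least 7.16-fold lower at d30. *Alb* was 5.24 ± 0.42 at d14 against 6.81 in HEP control and was not called at either time (adjusted P = 0.452 and 0.324) or in any of 15 other settings at either time. *Ttr* differed by -0.73 at d14 (adjusted P = 0.736) and -1.71 at d30 (adjusted P = 0.355); without HEP control replicate 3 (-3.03) or d30 replicate 1 (-3.01) it was called at d30 (with adjusted P from 0.0228 to 0.716 over its settings). These results rest on which HEP control arrays are used. Against replicates 1 and 2, 33 of 33 genes were lower at d14, with a median of -1.03, while against replicate 3, 13 of 33 were lower, with a median of 0.33. Without replicate 3, 10 genes were called lower at d14 and 24 at d30, and without replicate 1, 2 and 5. The counts were also 2 at d14 without d14 replicate 1 or 2, 3 without d14 replicate 3, and 5 at d30 without d30 replicate 2 or 3. Of the 17 pancreatic genes in Fig. 5b, 10 were well above background on a HEP control or d14 array, of which 7 were higher at d14, and 5 were called (*Tead2*, *Tle2*, *Tle3*, *Dnmt3a* and *Onecut1*; 6 when adjusted over the list alone). At d30, 12 were measured in this sense, all 12 were higher, and 4 were called, among them *Pdx1*, *Tead2* and *Tle3* (4 when adjusted over the list alone). Without HEP control replicate 3, 3 pancreatic genes were called at d14, and without d30 replicate 1, 2 at d30.

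**Figure D1:**
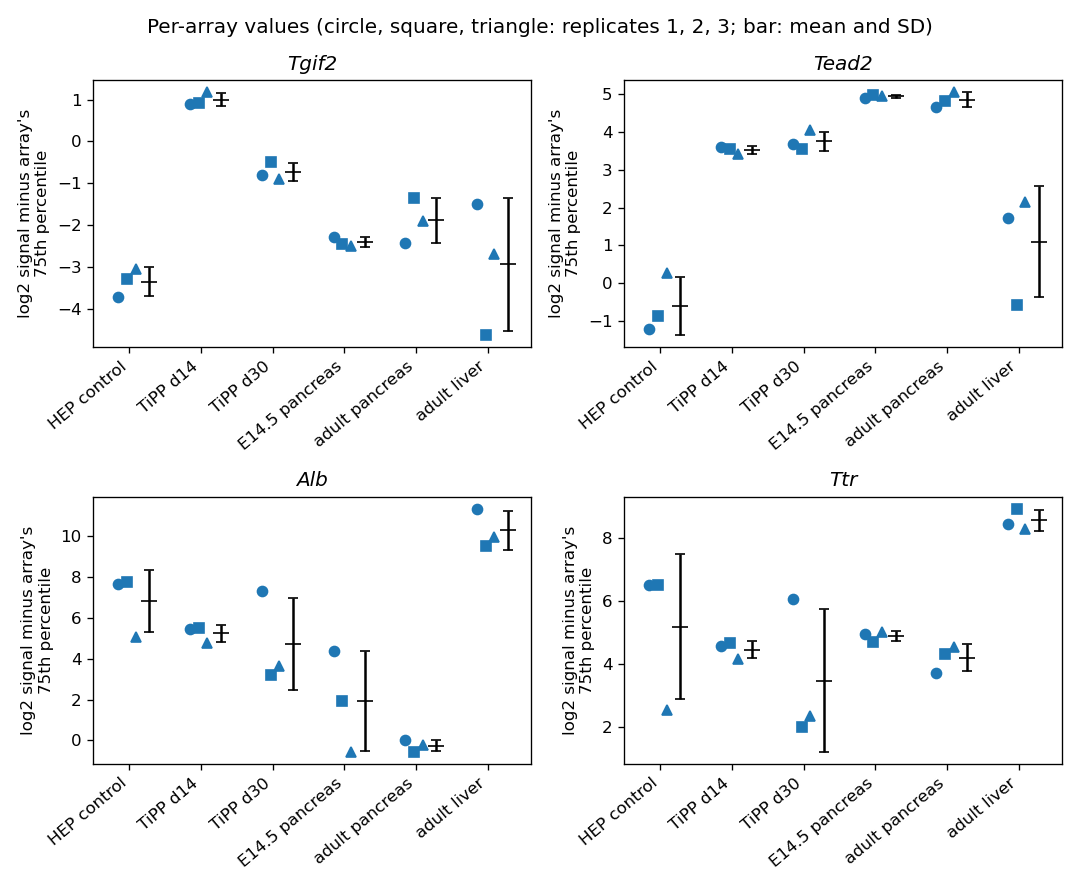
Log2 signal relative to the 75th percentile of each array for *Tgif2*, *Tead2*, *Alb* and *Ttr* in the 6 groups; circles, squares and triangles are replicates 1, 2 and 3, and the bar gives the mean and SD. For *Tead2* the 3 d14 arrays average 3.52 and lie above the 3 HEP control arrays, and for *Ttr* the SD among the HEP control arrays is 2.30.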

Embryonic pancreas and liver share many common features, which is reflected by the similarity of their transcriptome profiles^24^ (Supplementary Fig. 4). To measure to what extent TiPP cells are closer to pancreatic or hepatic progenitors, we first focused on the initial events of reprogramming (at d14 time point) and examined the overlap between the gene expression-signature of mouse E10.5 FACS-purified pancreatic and hepatic progenitors^25^, TiPP d14 and control population transcriptomes (Supplementary Fig. 4a,b). We found that more than 50% of the pancreas progenitor genes were upregulated in TiPP d14 cells, indicating a significant overlap (FC>2, *P* value <0.05, Benjamini–Hochberg method) despite the methodological differences (Supplementary Fig. 4a). By contrast, only 4% of E10.5 hepatic genes were upregulated in TiPP cells (FC>2, *P* value <0.05) (Supplementary Fig. 4b). Similarly, the comparison of the expression profiles of reprogrammed cells with mouse embryonic liver and pancreas at later stages (E13.5–E14.5) showed that TiPP cells gained a larger fraction of pancreatic-specific markers compared with hepatoblast-specific markers (Supplementary Fig. 4c,d). Thus, the reprogramming event was broadly reflected in global gene expression changes, suggesting that TiPP cells are similar to mouse pancreatic progenitors.

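A set of genes that mark E14.5 pancreas against adult liver was taken from the tissue arrays alone, the embryonic liver arrays and the E10.5 progenitor data being not used here. It held 7356 genes over 2-fold higher in E14.5 pancreas (limma, Benjamini-Hochberg), and a second set held 6340 genes higher in adult liver. The first set takes in any gene higher than in adult liver and is not specific to the pancreas. In TiPP d14 cells, 912 of the E14.5 genes (12.4%) were called up over 2-fold against HEP control and 143 (1.94%) were called down. Of all 26257 genes, 1773 were called up and 803 down, and of 12 mature pancreas genes 0 were called. Among the liver genes, 344 (5.43%) were called up and 349 (5.50%) down. By limma's camera test with a preset correlation of 0.01 between genes, the E14.5 set was raised at d14 (P = 6.1e-05) and the liver set lowered (P = 0.00355). The rise of the E14.5 set held under fry (P = 2.6e-05) and under an estimated correlation (P = 0.00352), and the fall of the liver set did not (P = 0.0838 and 0.231). At d30, 664 E14.5 genes (9.03%) were called up, and both calls by camera held under fry (P = 1.2e-06 for the E14.5 set and 0.0375 for the liver set) and under an estimated correlation (P = 0.00029 and 0.0383). The setting that moved the d14 share of E14.5 genes most was the authors' quantile-normalized table, which gave 7.50%. From the clustering of TiPP cells with E14.5 pancreas, the gain of pancreatic and loss of hepatic transcripts, and the comparison with embryonic progenitors, the paper proposes that TiPP cells are similar to mouse pancreatic progenitors.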

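At d14, 2576 genes differed over 2-fold between TiPP cells and HEP control at an adjusted P under 0.05 (limma), 1773 of them higher and 803 lower in TiPP cells. At d30, 1713 genes differed, 1171 higher and 542 lower. Among all genes tested, the 3 TiPP arrays did not overlap the 3 HEP control arrays in 40.4% at d14 and 23.3% at d30, where chance gives 10%. The setting that moved the d14 number most was to keep only genes well above background on all 18 arrays, which left 1047 and turned the split round (512 higher and 535 lower, and 335 and 351 at d30), and the d30 number fell to 471 when only the d30 and HEP control arrays were fitted and rose to 2582 without HEP control replicate 3. Supplementary Data 1 prints the genes behind each biological process term, some lists being cut short in the table. Of 492 genes on the array that it lists as raised at d14, 388 (78.9%) were called up over 2-fold and 98.8% of those tested were higher. Of 171 listed as lowered at d14, 111 (64.9%) were called down and 97.7% were lower. At d30, 314 of 479 (65.6%) were called up and 188 of 379 (49.6%) down. Adjusted over the list alone, 390 and 120 were called at d14, and as the paper chose the lists on these samples, this is not independent evidence. The share of d14 genes called in the stated direction was 75.3% in all, and 68.8% to 86.1% with 1 array left out.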

Analysis of gene ontology terms enrichment of differentially regulated TiPP genes revealed an upregulation for genes involved in developmental processes, cell adhesion and transcription, while genes involved in metabolic and transport processes were downregulated (Supplementary Fig. 4f; Supplementary Data 1). This is in line with the robust inhibition of typical hepatocyte functions (Fig. 5b). 

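Supplementary Data 1 gives 23 genes for the Wnt signalling pathway of Panther. In TiPP d14 cells, 19 of the 23 were higher than in HEP control and 4 were lower, with a median log2 difference of 1.63, or 1.55 with genes absent from a group at their lower bound. At an adjusted P under 0.05, 17 were called up and 3 down, 16 and 2 of them over 2-fold. Adjusted over the list alone, 19 were called up and 3 down, which is not independent evidence, as the list was chosen on these samples. Genes called up included *Wnt6*, *Wnt9a*, *Fzd2* and *Tle2*, and those called down were *Ppard*, *Prkcz* and *Siah2*. At d30, 12 were called up and 3 down. The number called over 2-fold at d14 was 18, and it moved most when only genes well above background on all 18 arrays were kept, to 9.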

Interestingly, the analysis of enrichment of Panther pathway annotations pointed to genes involved in the Wnt signalling pathway (23 genes; *P* value, 0.00043) (Fig. 5c). In particular, we found that many Wnt/Planar cell polarity core genes, such as *Vangl*, *Celsr*, *Prickle1* and *Scrib*, as well as downstream Wnt transducers, such as *Tcf7, Nfatc2*, *Camk2b* and *Tle3,* were upregulated in reprogrammed cells (Fig. 5d,e). These findings are consistent with the previously recognized role for non-canonical Wnt in pancreas and liver cell lineage divergence and imply concurrent changes in epithelial cell polarity during liver-to-pancreas fate conversion, as seen in the embryo^25^,^51^. 

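The planar cell polarity and transducer genes named for TiPP cells comprise *Vangl1*, *Vangl2*, *Celsr1*, *Celsr2*, *Celsr3*, *Prickle1*, *Scrib*, *Tcf7*, *Nfatc2*, *Camk2b* and *Tle3*. Of these 11, 9 were higher at d14 than in HEP control and 6 were called, also when adjusted over the list alone, with a median log2 difference of 1.57 (1.55 with *Celsr3* at its bound). *Celsr1* rose by 3.10 (standard error 0.36, adjusted P = 3.9e-05) and *Prickle1* by 2.24 (standard error 0.21, adjusted P = 5e-06). *Celsr3* was not well above background on any HEP control array and was at least 2.93-fold higher at d14 (adjusted P = 0.000269). *Nfatc2* rose by 4.91 (standard error 0.51, adjusted P = 1.4e-05), from a level well above background on 1 of 3 HEP control arrays, while its second probe was not well above background on any HEP control or d14 array. *Tcf7* rose by 1.57 (standard error 0.45, adjusted P = 0.0275) but was not called without HEP control replicate 1 (1.21) or 2 (1.43) or without any single d14 array (1.47 to 1.68), and it was called in 5 of 14 other settings, with adjusted P from 0.00246 to 0.153. *Vangl1* (-0.01, adjusted P = 0.988), *Vangl2* (0.47, adjusted P = 0.679), *Celsr2* (-0.18, adjusted P = 0.897), *Scrib* (0.41, adjusted P = 0.25) and *Camk2b* (0.13, adjusted P = 0.911) were not called. A second and dimmer probe of *Celsr2* rose by 1.69, and that of *Vangl2* was higher as well, at d30 by 1.40. *Celsr2* was called higher under background correction by normexp (0.40), with adjusted P from 0.0359 to 0.979 over its settings. *Scrib* was called in 4 of 15 other settings, with adjusted P from 0.0177 to 0.524. At d30, 10 of the 11 were higher and 4 were called (*Tle3*, *Celsr1*, *Prickle1* and *Nfatc2*), or 6 when adjusted over the list alone. Over the 18 genes of Fig. 5d, 16 were higher at d14 and 9 were called (11 when adjusted over the list alone), and at d30 16 were higher and 6 were called (11 when adjusted over the list alone); these genes too were picked on the same samples, so the counts over the list alone are not independent evidence. The paper reasons that these changes fit a role of non-canonical Wnt signalling in the divergence of pancreas and liver, and that they imply changes in epithelial polarity.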

Finally, since TGIF2 is a known regulator of TGF-β and BMP signalings^28^,^33^, we searched for potential modulation of their target genes in TiPP and control population transcriptomes. 

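On the arrays, *Id1* was 6.55 in HEP control and 6.09 in TiPP d14 cells, a log2 difference of -0.46 (adjusted P = 0.414), and was not called at d14 or d30 in any of 15 other settings. *Id2* fell by 0.89 log2 units at d14, from 5.96 to 5.07 (standard error 0.17, adjusted P = 0.00204), and was called in all 15 other settings. At d30 it was 0.63 units lower than in HEP control (-0.63, adjusted P = 0.0261), and there its call was lost without HEP control replicate 1 (-0.55) or 2 (-0.59) and without d30 replicate 1 (-0.52); it was called in 11 of 15, with adjusted P from 0.00603 to 0.257. *Id3* changed by 0.04 at d14 (adjusted P = 0.963). Among TGF-β targets, *Fos* changed by -1.27 at d14 (adjusted P = 0.161), *Ctgf* by -0.14 (adjusted P = 0.826), and *Col1a1* was not well above background on any d14 array (adjusted P = 0.0604; called without HEP control replicate 2, with adjusted P from 0.0477 to 0.208 over its settings). Without HEP control replicate 3, *Fos* was called lower at d14 (-1.84, with adjusted P from 0.0128 to 0.487 over its settings).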

We observed a strong downregulation of well-known direct BMP targets (*Id1* and *Id2*) in TiPP cells, while the effect on TGF-β target genes is less prominent (Supplementary Fig. 4e). These findings are consistent with previous reports on TGIF transcriptional regulation of BMP/TGF-β signalling^28^,^33^ and the role of BMP in pancreas versus liver fate decision^24^.

### Induced pancreatic progenitors differentiate *in vivo*

A stringent test routinely used for pancreatic progenitor cells obtained *in vitro* is whether they ‘mature' to functional cells when implanted *in vivo*^42^,^43^. To assess the *in vivo* differentiation potential of the reprogrammed-derived pancreatic progenitors, we engrafted the TiPP cells (1 × 10^6^ cells) under the kidney capsule (KC) of hyperglycemic Akita mice. Islets from Akita heterozygous mice are depleted of β-cells, and those remaining release very little mature insulin, representing an excellent mouse model of diabetes^52^. We found that blood glucose levels improved soon after transplantation of TiPP cells and remained stable over the eight weeks duration of the experiment (Fig. 6a), displaying an effect comparable to the transplantation of 100–200 mouse islet equivalent (IE) (Supplementary Fig. 5). IF analysis revealed that TiPP cells implanted under the KC organized themselves into epithelial structures, which were positive for PDX1 and SOX9 or for typical molecular features of pancreatic β-cells, such as GLUT2, insulin, C-peptide, prohormone convertase (PC) 2 and urocortin 3 (UCN3) (Fig. 6b; Supplementary Fig. 5e). In particular, within the grafts ∼30% INS-positive cells were detected, (29±2%), reflecting the efficiency of differentation of TiPP cells upon engraftment. By contrast, neither amylase nor other endocrine hormones were detected in the grafted TiPP cells (Supplementary Fig. 5d). Akita mice transplanted with BAML HEP cells transduced with control LV-GFP displayed higher levels of glycaemia throughout the assay and did not acquire pancreatic differentiation features in the KC mesenchyme (Fig. 6a,b; Supplementary Fig. 5). No tumours were observed after eight weeks posttransplantation. These results indicate that pancreatic progenitors derived from reprogrammed hepatic cells are ‘poised' for further differentiation along the endocrine β-cell lineage when exposed to the appropriate environment. Nevertheless, the obtained insulin-producing cells are likely immature beta-like cells and do not fully recapitulate functional capacity of mature beta-cells.

### *In vivo* induction of pancreas progenitors

Given its remarkable *ex vivo* reprogramming activity, we next assessed whether TGIF2 might induce a pancreatic program *in vivo* directly in the native liver environment. To exclusively target hepatocytes, we ectopically expressed *Tgif2* using recombinant AAV2/8 vector, which exhibits hepatocyte-specific tropism and rapid clearance, and combined it with the hepatocyte-specific thyroid-binding globulin (TBG) promoter^53^ (Fig. 7a). Livers from adult animals administered with AAV8.TBG-Tgif2 were collected at different time points after delivery and examined for cellular identity by RT-qPCR and IF analyses (Fig. 7a–c; Supplementary Figs 6–8). Normal tissue-architecture was preserved in AAV-injected livers, as judged by their lobular organization along the porto-central axis and distinct periportal and perivenous gene expression patterns (Fig. 7c; Supplementary Figs 6 and 7). Notably, within one week of AAV8.TBG-Tgif2 injection, we detected ectopic SOX9-positive cells throughout the liver parenchyma (Fig. 7c,d), including in the perivenous ‘zone 3' of the liver that is close to the central vein and positive for GS, whereas in adult livers under normal conditions SOX9 marks only biliary epithelial cells (bec)^26^,^49^,^54^,^55^ (Fig. 7c). Ectopic SOX9 activation in hepatocytes of AAV8.TBG-Tgif2-injected livers was not accompanied by expression of bec markers (for example, Epcam, Osteopontin and CK19)^47^,^53^,^54^, excluding the induction of biliary fate (Fig. 7c; Supplementary Fig. 7a). One month post-AAV injection, we observed induction of PDX1 expression in a subset (18%) of SOX9-positive cells as well as additional pancreatic TFs, such as NeuroD1 and Nkx6.1 (Fig. 7c,d), but neither endocrine nor exocrine differentiation functions (Supplementary Fig. 7b) in the livers of AAV8.TBG-Tgif2-injected animals. AAV injection itself (for example, AAV.GFP) did not induce ectopic activation of pancreatic genes in hepatocytes (Fig. 7c,d; Supplementary Fig. 6c). Next, we asked whether environmental cues, such as a hyperglycemic state, might promote maturation of the Tgif2-induced pancreatic progenitor-like cells *in vivo* too. AAV8.TBG-Tgif2 was injected into diabetic Akita heterozygous mice, blood glucose levels and insulin concentration were measured at d60 after AAV delivery (Supplementary Fig. 6e,f). While blood glucose levels remained elevated in non-treated and AAV.GFP-injected Akita mice, a group of AAV.TGIF2-treated Akita animals (4 out 7) showed sustained decrease in blood glucose, which was accompanied by higher levels of circulating insulin (Supplementary Fig. 6e,f). The others remained hyperglycemic with low insulin levels. Altogether, these results indicate that ectopically expressed TGIF2 exerts similar activity *in vivo*, being sufficient to induce typical pancreatic progenitor genes expression, during normal adult liver homoeostasis.

## Discussion

Our data show that TGIF2 functions as a versatile reprogramming factor, exerting a twofold activity: it unlocks and represses hepatic identity and establishes pancreatic cell identity. Hepatic cells undergoing fate switching pass through an intermediate state that lacks characteristics of both the initial and final cellular identities, a so-called dedifferentiation step. Importantly, we found that this intermediate state is not widely plastic and *Tgif2*-expressing cells are instead ‘lineage-restricted' toward the pancreatic progenitor fate, without reverting to pluripotency or switching to other closely related lineages. Moreover, given the fact that adult hepatocytes are differentiated and arrested in quiescence (G0 phase), the change in cell identity triggered by *Tgif2* occurs in the absence of cell division (Supplementary Fig. 8), possibly implying a direct fate transitioning through discrete steps.

Previous liver-to-pancreas reprogramming studies used adenovirus vectors to force the expression of pancreatic TFs (for example, Pdx1, Ngn3) in the liver *in vivo* or hepatic cell cultures^17^,^18^,^20^. These studies mostly focused on the acquisition of insulin expression and some other markers of pancreatic identity, but they did not assess the degree of loss of hepatic fate and did not follow the fate transition (liver to pancreas) temporally. Importantly, in the strategy presented here, we showed that TGIF2 first represses hepatic gene expression, which is followed by induction of pancreatic progenitor genes. Such temporal succession of the events is a prerequisite to avoid aberrant hybrid cellular states in lineage reprogramming. In addition, in previous studies the forced expression of pancreatic TFs seems to work only under certain conditions that might be favourable to cellular transdifferentiation^17^,^18^,^20^. For instance, adenovirus-mediated delivery of Pdx1 or Ngn3 was shown to induce insulin expression by the liver, whereas AAV-mediated overexpression of the same TFs did not result into insulin production or correction of diabetes in mice^19^. These observations suggest that adenoviruses may facilitate cellular reprogramming, possibly because of their ability to induce general inflammatory responses, which is instead absent upon AAV gene transfer^19^,^56^. It is therefore crucial to assess the exact contribution of the reprogramming factor(s) itself in the absence of an inflammatory microenvironment. For this reason, in our novel strategy we assessed the specific reprogramming activity of TGIF2 using independent *in vivo* and *ex vivo* approaches and different delivery methods, including AAV under liver homoeostasis.

TGIF2 has been characterized as a context-independent transcriptional repressor, being able to exert its function either through modulation of the BMP/TGF-beta pathway or direct DNA binding^28^,^29^,^31^. Interestingly, the transcriptome analysis of the TiPP cells shows a higher number of upregulated than downregulated genes (470 out of 592 differentially regulated genes; *P*<0.01, FC<−4 or >4). 

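At thresholds of 4-fold and an adjusted P of 0.01 (limma), 737 genes differed between TiPP d14 cells and HEP control, of which 641 (87.0%) were higher and 96 lower in TiPP cells. At d30, 505 genes differed, 448 higher and 57 lower, but far fewer did when only the d30 and HEP control arrays were fitted. The share of higher genes at d14 stayed above that of lower genes in every setting, while the number of genes changed most when only genes well above background on all 18 arrays were kept (128 higher and 48 lower). It was 585 to 735 with 1 array left out, and 424 to 655 at d30. Across all genes, the log2 differences at d14 and d30 correlated at r = 0.78. Both are taken against the same HEP control arrays, and simulated data without any change gave 0.50, and at most 0.52 in 20 simulations. The simulation gave every group the same spread. In the data, HEP control replicates differed over 2-fold in up to 29.8% of genes, and d14 replicates in at most 3.15%. A noisier shared control raises this correlation without any change, so the simulation cannot tell how much of 0.78 it explains. At both times, 383 genes were called in the same direction. Of the genes with a symbol, 500 raised and 77 lowered genes passed the 4-fold threshold with no overlap between groups and were well above background on every array of the higher group. Among them, the 5 with the largest fitted rise were *Chil1* (6.46, standard error 0.46, adjusted P = 4.8e-07; well above background on 1 of 3 HEP control arrays), *Cers4* (at least 25.6-fold higher), *Muc4* (at least 26.6-fold), *Prxl2b* (at least 10.1-fold) and *Rasal1* (at least 15.1-fold). The 5 with the largest fitted fall were *Dync1i1* (at least 8.98-fold lower), *Timd2* (at least 15.9-fold lower), *Plcl1* (-3.78), *Slc25a48* (-3.44) and *Tspyl4* (-3.28, standard error 0.26, adjusted P = 1.1e-06). *Plcl1* and *Slc25a48* were well above background on 1 and 2 of 3 d14 arrays. From the excess of upregulated genes, the paper proposes that TGIF2, if it acts only as a repressor, represses another repressor, or else that it acts as both an activator and a repressor of genes.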

If TGIF2 acts solely as a repressor, one possible mechanism of action to achieve activation of so many genes would be through the repression of a repressor. Alternatively, TGIF2 may function simultaneously as both an activator and repressor of genes during reprogramming. This is indeed a common feature of other TALE homeoproteins to act both as transcriptional repressor or activator in a context-dependent manner, for example, depending on cellular environment and binding partners^29^,^30^. Systematic characterization of TGIF2-mediated transcriptional activity will establish if this is the case also for this homeoprotein.

Reprogramming of hepatic cells to a pancreatic identity presents a valuable model to study hepatopancreatic plasticity and to identify by which mechanism each fate is established and maintained. Consistently, we identified a subset of molecular networks that are activated both in TGIF2-induced reprogramming as well as during liver and pancreas fate decision in the embryo. For instance, the enrichment of numerous non-canonical Wnt players in TiPP cells is consistent with the RNA-Seq profiling of mouse pancreatic and hepatic progenitor cells at the time of their lineage divergence^25^. In addition to Wnt modulation, we found robust and stable upregulation of Fgfr1 and some of its well-known downstream signal transducers, including Akt3, Plcg2, Mapk12, in the reprogrammed TiPP cells when compared with control hepatocytes (Supplementary Table 1). 

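*Fgfr1* rose by 3.99 log2 units at d14 (standard error 0.32, adjusted P = 1.5e-06) and by 4.36 at d30 (adjusted P = 9.6e-07). This holds for the probe with the highest mean signal over all arrays, tissues included. That probe was well above background on 2 of 3 HEP control arrays, at a mean of -4.53. Another probe of *Fgfr1* was brighter in HEP control, at -0.68, and well above background on every HEP control, d14 and d30 array. It changed by -0.38 at d14 and -0.20 at d30. The remaining probe changed by 1.11 at d14 and 1.35 at d30, so the rise of *Fgfr1* depends on the probe. *Plcg2* rose by 2.53 at d14 (standard error 0.29, adjusted P = 2.9e-05) and 2.10 at d30 (adjusted P = 0.000211), and *Mapk12* by 2.68 (standard error 0.29, adjusted P = 1.9e-05) and 2.85 (adjusted P = 1.6e-05). These 3 genes were called at both times, also when adjusted over the list alone, and *Fgfr1* and *Mapk12* in every other setting. The paper proposes that TGIF2 may install a circuit between SOX9 and Fgfr in hepatocytes, like that of the early pancreas.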

Recent observations identified a regulatory loop between SOX9 and FGF signalling in the early pancreatic *niche* that is required to repress liver-specific gene expression program and ensure pancreatic fate identity at early time point^57^. Thus, our findings suggest that TGIF2 may install a similar circuit between SOX9 and Fgfr in hepatocytes that undergo reprogramming, recapitulating the same *in vivo* mechanisms. 

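The gene *Tead2* was measured with 2 probes. By the brighter, it was 4.12 log2 units higher in TiPP d14 cells than in HEP control (standard error 0.52, adjusted P = 7.3e-05) and 4.35 higher at d30 (adjusted P = 6.4e-05), and by the dimmer 4.33 and 4.57 higher. It was called at both times in all 15 other settings, with adjusted P of at most 0.00278 at d14 and 0.0125 at d30, and its d14 difference stayed between 3.81 and 4.55 with 1 array left out.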

Notably, we also found induction of the transcription factor Tead2 in TiPP cells at early stage of reprogramming. This is in in line with the Teads being pancreatic progenitor-enriched factors in the mouse embryo^25^ and human pancreatic progenitors^58^, where they act as integral components of the pancreatic lineage-specific transcriptional program, regulating SOX9 and FGF receptors^58^.

From a broader perspective, the reported TGIF2-mediated stepwise fate conversion affords a unique opportunity to decipher genetic and epigenetic changes during the intermediate states of liver-to-pancreas reprogramming. This might also shed light on more fundamental reprogramming mechanisms. Indeed, fate conversion via a ‘tissue-restricted' dedifferentiation step, which precedes re-differentiation into the new cell type, has been reported in natural transdifferentiation events in worms^59^, as well as during limb regeneration in the axolotl (ref. 60), suggesting possible common themes in reprogramming and regeneration across phyla. The knowledge gained from these experimental manipulations will have broad implications not only for understanding the molecular basis of cellular identity and plasticity, but also for potential clinical application. Ultimately, the stepwise TGIF2-dependent fate conversion represents a novel strategy for controlled generation of pancreatic progenitors from liver and, possibly, a starting point for future production of pancreatic β-cells suitable for therapeutic use in diabetic patients.

## Methods

### Cell culture and viral infection

Mouse ES cells (R1 line)^61^ were maintained on gelatin-coated plates with inactivated mouse embryonic fibroblasts (MEFs) in standard mESC medium (High Glucose DMEM (Invitrogen) supplemented with 15% Fetal Calf Serum (FCS) Gold Serum (PAA), non-essential amino acids (Invitrogen), 1% Penicillin/Streptomycin (Invitrogen), 10 mM sodium pyruvate (Invitrogen), 1% Glutamax (Invitrogen), 50 μm 2-mercaptoethanol (Invitrogen)) and 1,000 U ml^−1^ leukaemia inhibitory factor (ESGRO). For differentiation, cultures were MEF-depleted and seeded in mESC medium at high-confluence on gelatin-coated dishes. Monolayer differentiation was carried out as following^42^,^43^: DE medium to day 2 consisted of RPMI medium (Invitrogen) and 0.2% FCS supplemented with 50 ng ml^−1^ Activin A and 25 ng ml^−1^ Wnt3a at day 1 and Activin A only at day 2. PE medium to day 8 consisted of RPMI medium and 2% FBS supplemented with 3 ng ml^−1^ Wnt3a and 50 ng ml^−1^ FGF10 (refs 42, 43). HE medium to day 8 consisted of RPMI medium and 2% FBS supplemented with 1% B27, 10 ng ml^−1^ basic FGF and 20 ng ml^−1^ BMP4 (ref. 44). All recombinant proteins were purchased from R&D System unless otherwise stated. Plateable male mouse CD-1 cryopreserved primary hepatocytes (Life Technologies) and BAML cells were cultured on Collagen I-coated plates in hepatocyte medium^48^ (referred to as ‘HEP medium'), which consists of William's E medium without phenol red (Sigma), 1% Penicillin/Streptomycin, 1% Glutamax, 10% FCS, 30 ng ml^−1^ IGF II (Peprotech), 50 ng ml^−1^ EGF (R&D), 10 μg ml^−1^ Insulin (Peprotech), 0.1 μm dexamethasone and 10 mM nicotinamide. Mouse adult fibroblast cultured were established from tail biopsies and cultured in DMEM supplemented with 10% FCS. Cell lines were routinely tested for normal karyotype and mycoplasma. Cells were infected with pPGK-TGIF2-2A-EGFP lentiviral expression vector (LV-TGIF2) at multiplicity of infection (MOI) of 40. The pPGK-TGIF2-2A-EGFP lentiviral expression vector (LV-TGIF2) was generated by cloning the cDNAs of mouse Tgif2 and EGFP, linked by the T2A self-cleaving sequence, into the pRRL.SIN.cPPT.PGK-GFP.WPRE lentiviral plasmid vector (Addgene plasmid 12252).

### FACS experiments

For FACS isolation, hepatic cell suspensions were first filtered through a BD Falcon tube with cell strainer cap (BD 352235). Before sorting, propidium iodide (PI) was added to exclusively select live cells. After dead cell exclusion (SSC-A/PI-A), GFP-expressing cells were sorted using a FACS Aria I flow cytometer (BD Biosciences) using a GFP filter and setting the gate on the GFP fluorescence intensity. For cell cycle analysis, cells were fixed in 70% ethanol overnight and incubated with 100 μg ml^−1^ RNase A and 40 μg ml^−1^ PI for 30 min at 37 °C. The cell cycle profile was analysed using the BD LSRFortessa cell analyser. For generation of the growth curve, cells were seeded on collagen-coated plates on day 12 post-transduction at a density of 2.5 × 10^4^ cells per well. The medium was changed daily, and the cell number was counted every day for one week.

### 3D culture and transplantation assay in explants

For 3D-differentiation^50^ control primary hepatocytes or after transduction with LV-TGIF2 were dissociated and about 8–10 cells per μl mixed with Matrigel (BD Biosciences) at a ratio 1:3 and plated in pancreas progenitors culture conditions^50^. For transplantation assay into pancreatic explants, LV-TGIF2-organoids after 6 days in culture were roughly dissociated in 0.05% trypsin and injected into the recipient explants with a mouth pipette. E12.5 pancreatic explants were isolated and cultured as described in ref. 62. After engraftment, the explants were cultured for 4 days, fixed in 4% paraformaldehyde and analysed by immunofluorescent staining. The experiment was repeated twice with a total of 28 TGIF2-organoids successfully grafted into recipient pancreatic explants^63^.

### Immunohistochemistry and *in situ* hybridisation

Mouse embryos and tissues were fixed in 4% paraformaldehyde at 4 °C from 2 h to overnight. For cryosectioning, samples were equilibrated in 20% sucrose solution and embedded in OCT compound (Sakura). Whole-mount *in situ* hybridisation and *in situ* hybridisation on cryostat sections (10 μm) were performed according to ref. 28. For whole-mount immunostainings fixed mouse embryos were bleached for 1–2 h in 6% hydrogen peroxide solution, incubated in freshly prepared PBSMT blocking solution (2% milk powder, 0,5% TritonX-100 in 1 × PBS), and afterwards with primary antibodies at the appropriate dilution ON at 4 °C (see Supplementary Table 2). After extensive washes in fresh PBSMT solution at least 5–8 times, the embryos were incubated overnight with secondary antibodies at 4 °C in PBSMT solution^25^,^64^. Whole mouse embryos from E 9.5 onward were cleared in methyl salicylate for confocal microscope imaging. For immunostaining, cryosections were incubated with TSA (Perkin-Elmer) blocking buffer for 1 h at room temperature and afterwards with primary antibodies at the appropriate dilution (Supplementary Table 2). If necessary, antigen retrieval was performed by boiling the slides for 20 min in citrate buffer (Dako). For IF on cultured cells, cells were grown on coverslips, fixed in 4% paraformaldehyde for 20 min at RT and permeabilised in 0.2% Triton X-100 in PBS. Images were acquired on Zeiss AxioObserver and Zeiss LSM 700 laser scanning microscope. Huygens software (SVI) was used for 3D volume measurement analysis of confocal z-stacks of mouse embryos. For quantification of SOX9− and PDX1-positive cells, one entire lobe of AAV-injected and uninjected livers were sectioned, sampled at a minimum of every 150 μm and processed by immunohistochemistry. Liver sections were acquired using tile scan (mosaic) function on a Zeiss LSM 700 laser scanning microscope, cells were counted from digitized micrographs and area (Hoechst-positive) measured using ImageJ or Axiovision softwares. Sections were counted from at least three animals per condition. Values presented are the average cell number relative to the area of liver section (mm^2^). Student's *t*-test was used for statistical analysis.

### RT-qPCR and transcriptome analysis

RNA was isolated using RNAzol (Biozol) or High Pure RNA Isolation Kit (Roche). Total RNA was processed for reverse transcription (RT) using Transcriptor First Strand cDNA Synthesis Kit (Roche). Real-time PCR reactions were carried out using the SYBR Green Master Mix (Roche) on ABI StepOne Plus system. Succinate dehydrogenase (SDHA) or 36B4 were used as reference genes. Primer sequences are provided in Supplementary Table 1. Technical triplicates were run for all samples and ‘no RT' and no template controls were included in all experiments. All the values were normalized to the reference genes and calculated using the software REST^63^. qPCRs were performed for 40 cycles. ‘Undetermined' data points were assigned a Ct of ‘40' to enable calculation of fold change. Also, reactions with Ct-values equal to the ‘no RT' control reaction were considered as ‘negative' and the values used for calculating fold changes. Statistical significance in qPCR experiments was calculated using the REST randomization test^63^. Whole transcriptome analysis was performed on Agilent SurePrint G3 Mouse GE 8 × 60 K Microarray Kits at the MPI Array Facility, Dresden. The single colour signals were read using Agilent Feature Extraction Software. All bioinformatics analyses were performed using R (http://www.r-project.org). Differential gene expression was determined using the R statistical package limma^65^. Expression values were scaled per row by Z-score (row average equals zero (white); positive or negative values indicate how many standard deviations the value is located above (red) or below (blue) the mean, respectively). Adjusted *P* values were corrected for multiple testing using the Benjamini–Hochberg method. Gene Ontology analysis was performed using the Genecodis application^66^.

### Mouse strains

C57BL/6-Ins2^Akita/^J (ref. 52), TGIF1^tm1aPah^ (ref. 51) and Tg(Sox2-cre)^1Amc/J^ (ref. 37) (JAX laboratories) mouse strains were previously described. The mouse TGIF2^tm1a(EUCOMM)Wtsi^ strain was generated at the ICS using the EUCOMM embryonic stem (ES) cell collection^36^. All animal experimentation was carried out in accordance to the local ethics committee for animal care.

### Transplantation underneath the kidney capsule

Spontaneously diabetic 8–9 weeks old C57BL/6-Ins2^Akita^/J female mice were used as recipients. 100–200 mouse IE or 1 × 10^6^ FACS-sorted cells were collected and transplanted under the kidney capsule, according to previously reported procedures^67^. Blood glucose was measured at 12 h intervals over the first two days post-transplantation and biweekly thereafter. After 8 weeks, the graft-bearing kidneys were removed and fixed overnight in 4% formalin at RT. Samples were embedded in paraffin for histological analysis.

### AAV experiments

The adeno-associated viral construct AAV8.TBG.TGIF2 was generated by cloning mouse *Tgif2* cDNA into the pENN.AAV2/8.TBG.PI.RBG plasmid vector (PennVector p1015). Replication-incompetent AAV8.TBG.TGIF2 and AAV8.TBG.eGFP AAVs were produced at the Penn Vector Core facility. 2–4 × 10^11^ particles of adeno-associated virus diluted in sterile PBS were administered per adult mouse (C57BL/6 and C57BL/6-Ins2^Akita^/J strains) by tail vein injection.

### Glucose tolerance test

Glucose tolerance test (GTT) was carried out on animals that had been fasted overnight, before the day of experimentation (time point −1). Animals were injected *i.p.* with glucose (2 g kg^−1^ body weight). Glucose levels were measured from blood collected from the tail immediately before the glucose challenge (time point 0) and 15, 30, 60, 120 and 240 min after the glucose injection using a blood glucose metre (Contour, Bayer). Serum insulin concentration was measured with the Ultra Sensitive Mouse Insulin ELISA kit (Crystal Chem. #90080).

### Statistical tests

All results are expressed as mean±s.e. (s.e.m.). Sample sizes of at least *n*=3 were used for statistical analyses except where indicated. The significance of differences between groups was evaluated by two-tailed unpaired Student's *t*-test or, when more than two groups were assessed, by ANOVA test. *P*<0.05 was considered statistically significant. Statististical tests relevant to the qPCR and microarray experiments are described in the ‘RT-qPCR and transcriptome analysis' section.

### Data availability

Gene expression data have been deposited in GEO (Gene Expression Omnibus) under accession code GSE54591. The authors declare that all other data supporting the findings of this study accompany the article and its Supplementary Information Files, or are available from the corresponding author on reasonable request.

## Additional information

**How to cite this article:** Cerdá-Esteban, N. *et al*. Stepwise reprogramming of liver cells to a pancreas progenitor state by the transcriptional regulator Tgif2. *Nat. Commun.* **8,** 14127 doi: 10.1038/ncomms14127 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures, Supplementary Tables, Supplementary References.

Supplementary Data 1 List of Gene Ontology (GO) enrichment terms generated from the microarray datasets of TiPP reprogrammed cells and CTRL hepatic cells.

## Figures and Tables

**Figure 1:**
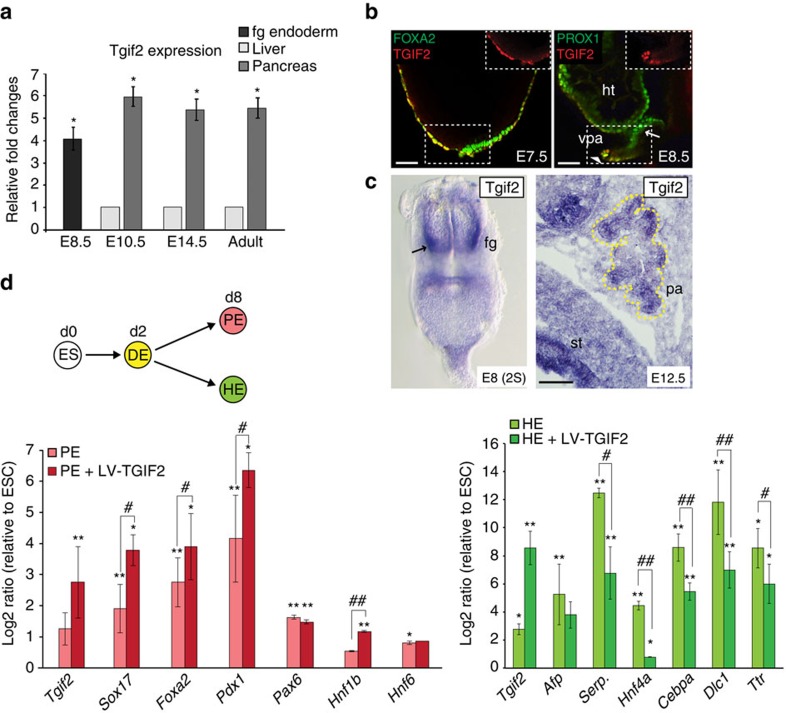
TGIF2 controls pancreatic and hepatic cell lineage divergence. (**a**) RT-qPCR analysis of *Tgif2* expression in the mouse foregut (fg) endoderm and its derivatives, liver and pancreas. Data were normalized to that of *Sdha* and represented as fold change (FC) compared with liver samples (set to 1). E8.5 fg was compared with E10.5 liver sample. Values shown are mean±s.e.m. (*n*=3) *P<0.05. (**b**) TGIF2 (red) colocalizes with FOXA2 (green) in the E7.5 mouse anterior DE and with PROX1 (green) in the E8.5 at the fg lip (see arrowhead). Arrow indicates prospective hepatic endoderm (HE). Inset panels depict TGIF2 single channel image of the area in the dashed box. Embryos are presented in lateral view. Scale bars, 50 μm. ht, heart; vpa, ventral pancreas. (**c**) Left, whole-mount *in situ* hybridisation analysis of *Tgif2* in 2S-stage mouse embryo. Embryo is presented in ventral view; arrow indicates lateral domains of the ventral fg. Right, *in situ* hybridisation on E12.5 mouse cryosections detects expression of *Tgif2* in the whole pancreatic epithelium (demarcated by yellow dotted line). Scale bar, 50 μm. pa, pancreas; st, stomach. (**d**) Schematic showing directed differentiation of mESC cultures into DE and, subsequently, pancreatic (PE) or hepatic endoderm (HE). On day (d) 8 of differentiation, PE and HE populations were analysed by RT-qPCR for the expression of the indicated genes in the presence or absence of LV-TGIF2. Induction of endogenous *Tgif2* transcript was observed during directed differentiation of ESCs toward endoderm, consistent with its expression profile in the gastrulating mouse embryo (**b**). Data were normalized to that of *Sdha* and shown as Log2-expression ratio relative to control undifferentiated ES cultures. Serp., Serpina1. Values shown are mean±s.e.m. (*n*=3). *P<0.05, **P<0.01 obtained with REST randomization test^63^ for differentiated PE or HE versus undifferentiated ESC; ^*#*^*P*<0.05, ^*##*^*P*<0.01 obtained for PE or HE+LV-TGIF2 versus non-transduced PE or HE.

**Figure 2:**
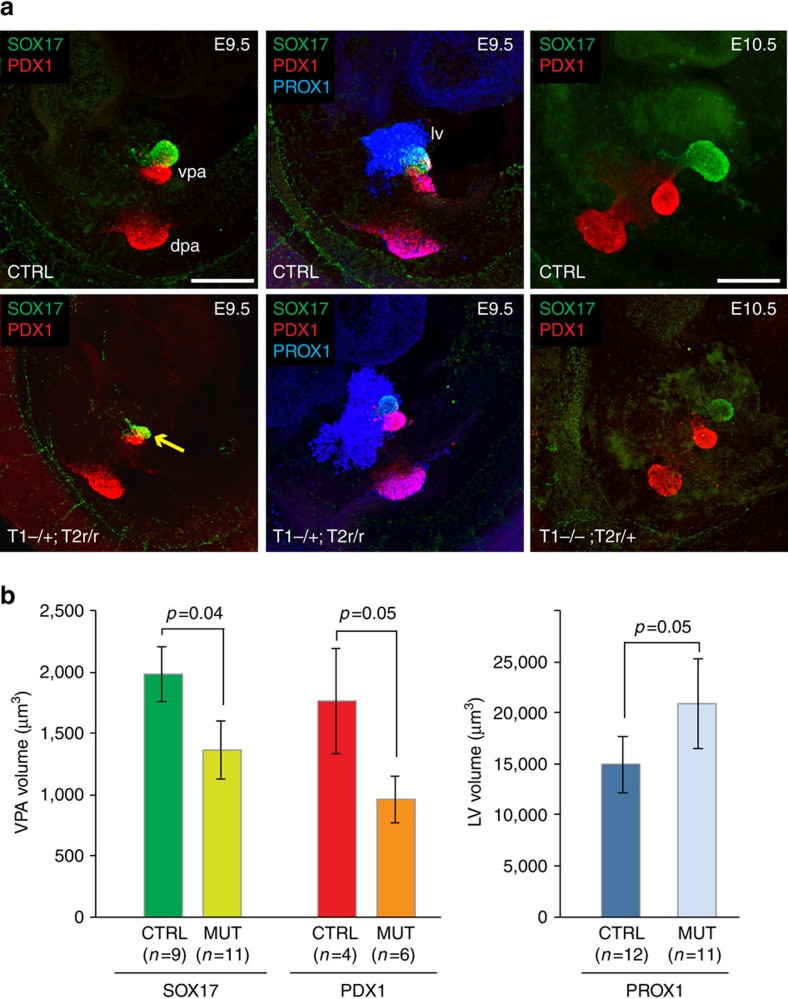
The TALE *Tgif* gene family controls lineage segregation within the ventral foregut endoderm of the mouse embryo. (**a**) Representative maximum confocal z-projections of PDX1/SOX17 and PDX1/SOX17/PROX1 IF analyses in control (CTRL), *Tgif1*^*−/−*^*;Tgif2*^*lox/+*^;*Sox2-Cre*^*+*^ (referred to as T1−/−; T2r/+) and *Tgif1*^*+/−*^*;Tgif2*^*lox/lox*^;*Sox2-Cre*^*+*^ (referred to as T1+/−; T2r/r) mouse embryos. PDX1 (red) marked both dorsal and ventral pancreatic buds and at E9.5 co-localized with SOX17 (green) in the pancreatobiliary progenitor population that gives rise to the ventral pancreas, extrahepatic ducts, and gall bladder (arrow). PROX1 (blue) marked both liver and pancreatic buds. dpa, dorsal pancreas; lv, liver; r, recombined; vpa, ventral pancreas. Scale bars, 50 μm. (**b**) Quantification of the ventral pancreas and liver volume buds from confocal images of E9.5 embryos. Average fluorescence intensity of PROX1^+^ liver buds, SOX17^+^ and PDX1^+^ ventral pancreas buds was measured using the ‘object analysis' function in Huygens software. Error bars indicate±s.e.m. *n*, indicated for each genotype. Statistics by two-tailed *t*-test and *P* values are shown.

**Figure 3:**
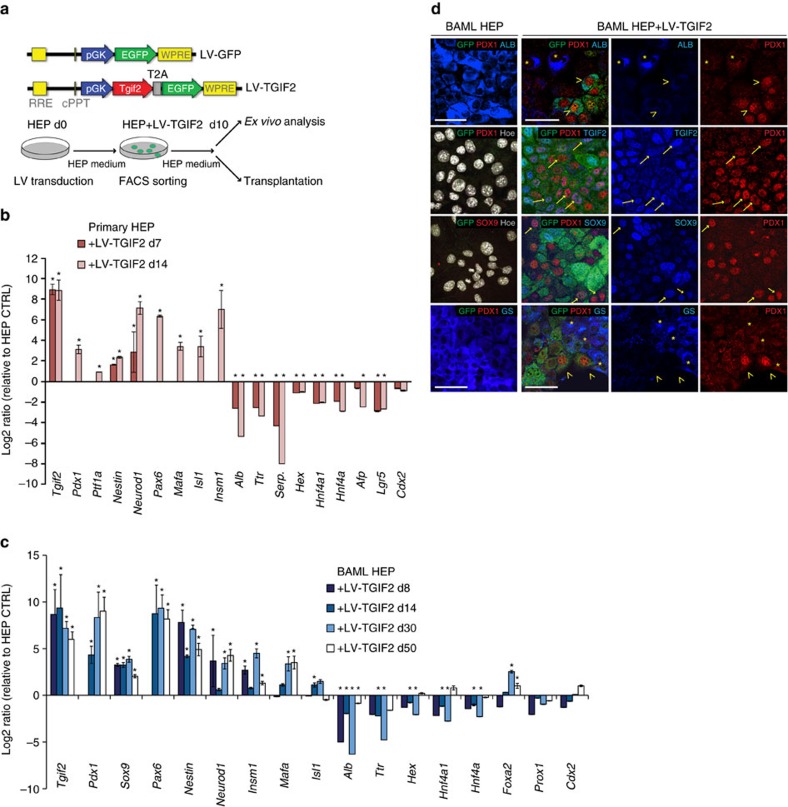
Tgif2 expression induces adult murine liver cells to acquire molecular features of pancreatic progenitors. (**a**) Map of LVs and schematic of the *ex vivo* reprogramming. Murine adult primary or BAML hepatocytes (HEP) were transduced with the constitutively active PGK-TGIF2-EGFP LV (LV-TGIF2) expressing *Tgif2* and EGFP, FACS-sorted for EGFP and characterized at different time points by various *ex vivo* and *in vivo* approaches. (**b**) RT-qPCR analysis of hepatic and pancreatic gene expression in mouse primary HEPs at d7 and d14 after transduction with LV-TGIF2. Data were normalized to *Sdha* and represented as Log2-expression ratio between LV-TGIF2-transduced and control hepatocytes at matched time-points. (**c**) RT-qPCR analysis of hepatic and pancreatic gene expression in murine adult BAML HEP cells transduced with LV-TGIF2 at the indicated time points after transduction. Data were normalized to *Sdha* and represented as Log2-expression ratio between LV-TGIF2-transduced and control cells. Values shown are mean±s.e.m. (*n*=5) *P<0.05. (**d**) IF of unsorted (no FACS) LV-TGIF2-transduced (right) BAML HEP cells and control cells (left). In top panel of LV-TGIF2-transduced cells, asterisks (*) indicate Albumin (ALB)-positive cells that are PDX1-negative; open arrowheads (>) indicate PDX1/GFP-positive cells that are ALB-negative in transduced cultures. In middle panels, arrows indicate examples of GFP-positive cells either PDX/SOX9-double or PDX1/TGIF2-double positive cells. In bottom panel, asterisks (*) indicate Glutamine synthetase (GS)-positive cells (blue) that are negative for PDX1 (red) in cultures d50 after transduction; open arrowheads (>) indicate PDX1-positive cells that are negative for GS. Scale bars, 50 μm.

**Figure 4:**
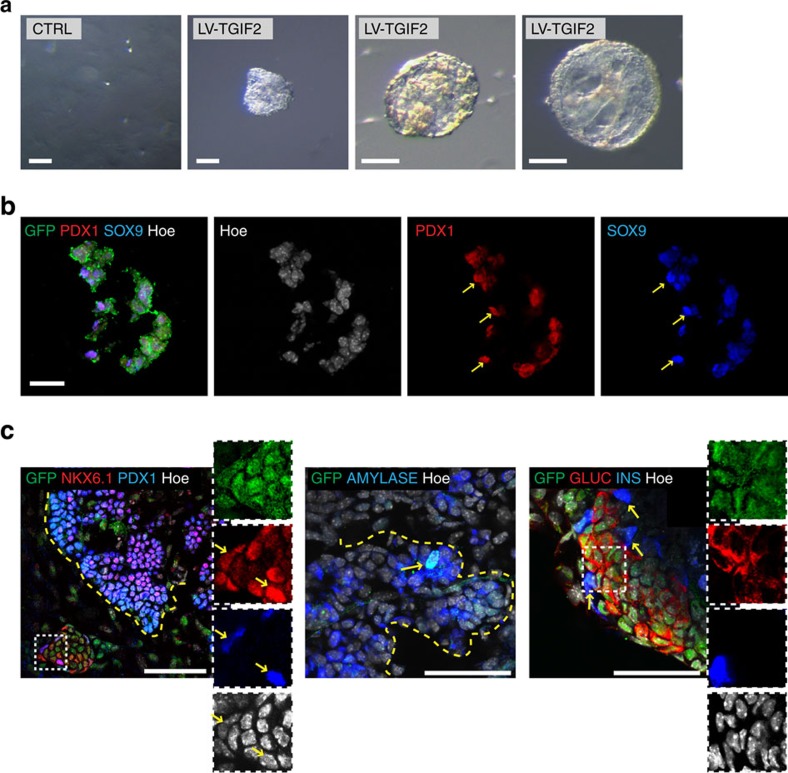
Primary hepatocytes transduced with LV-TGIF2 formed pancreatic organoid structures. (**a**) Micrographs of primary HEPs grown in three-dimension (3D) culture conditions for E10.5 mouse pancreas progenitor cells. Control (CTRL) primary hepatocytes failed to grow in the same conditions. All organoid structures shown in the figure were generated from LV-TGIF2-transduced primary hepatocytes. Bar, 100 μm. (**b**) IF staining on cryosections of LV-TGIF2-organoids for GFP (green), SOX9 (blue) and PDX1 (red). Hoechst (Hoe) nuclear counterstain in grey. Scale bar, 20 μm. (**c**) Whole-mount IF staining of pancreatic explants transplanted with LV-TGIF2-organoids. Insets are magnifications of the areas in the white boxes and shown as single channel images. Left panel, arrows indicate GFP-positive grafted cells that are positive for PDX1 and NKX6.1 (*n*=6, IF exp.). Middle panel, arrow indicates GFP-positive cell that is amylase-positive (*n*=5, IF exp.). Right panel, arrows indicate GFP-positive grafted cells expressing endocrine markers, insulin or glucagon (*n*=6, IF exp.). Dashed yellow line marks pancreatic epithelium. Scale bar, 50 μm.

**Figure 5:**
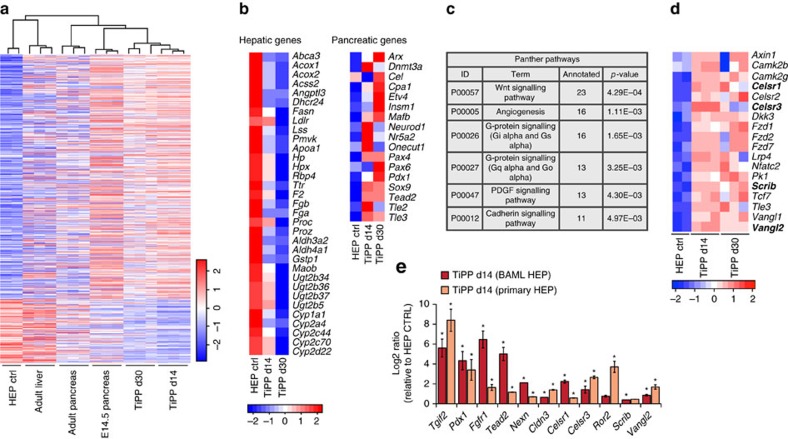
Lineage conversion is accompanied by global transcriptional remodelling. (**a**) Hierarchical clustering of the gene expression values of the sub-set of genes that were differentially expressed between BAML HEP control and TiPP cells at d14, derived from BAML HEPs+LV-TGIF2 (total 592 genes; *P*<0.01 and FC >4 or <−4) among all samples analysed. Gene probes are located in rows and samples in columns. Gene expression across rows in the heatmap are coloured according to the z-score, such that the mean expression of each row is set to white colour and expression values higher or lower than the mean are graded towards red or blue, respectively. Rows in the heatmap are ordered according to the FC. (**b**) Heat map (left) illustrating the relative expression levels of selected hepatic genes involved in metabolic activities in HEP control and TiPP cells. Heat map (right) illustrating the relative expression levels of selected pancreatic progenitor genes in HEP control and TiPP cells. The colours in the heatmap are normalized per row by calculating the z-score for each row. Replicates were summarized as the mean. (**c**) Panther pathways enrichment analysis of differentially regulated genes in HEP control and TiPP cells at d14 (*P*<0.05 and FC >2 or <−2). For complete gene ontology annotation lists see Supplementary Data 1. (**d**) Heat map illustrating the relative expression levels of selected Wnt signaling pathway genes. Genes in bold were selected for confirmation by RT-qPCR. (**e**) Confirmation of microarray gene expression changes by RT-qPCR analysis. Data were normalized to *Sdha* and represented as Log2-expression ratio between TiPP d14 cells derived from either BAML HEP or primary HEP and their respective control cells. Values shown are mean±s.e.m. (*n*=3) *P<0.05.

**Figure 6:**
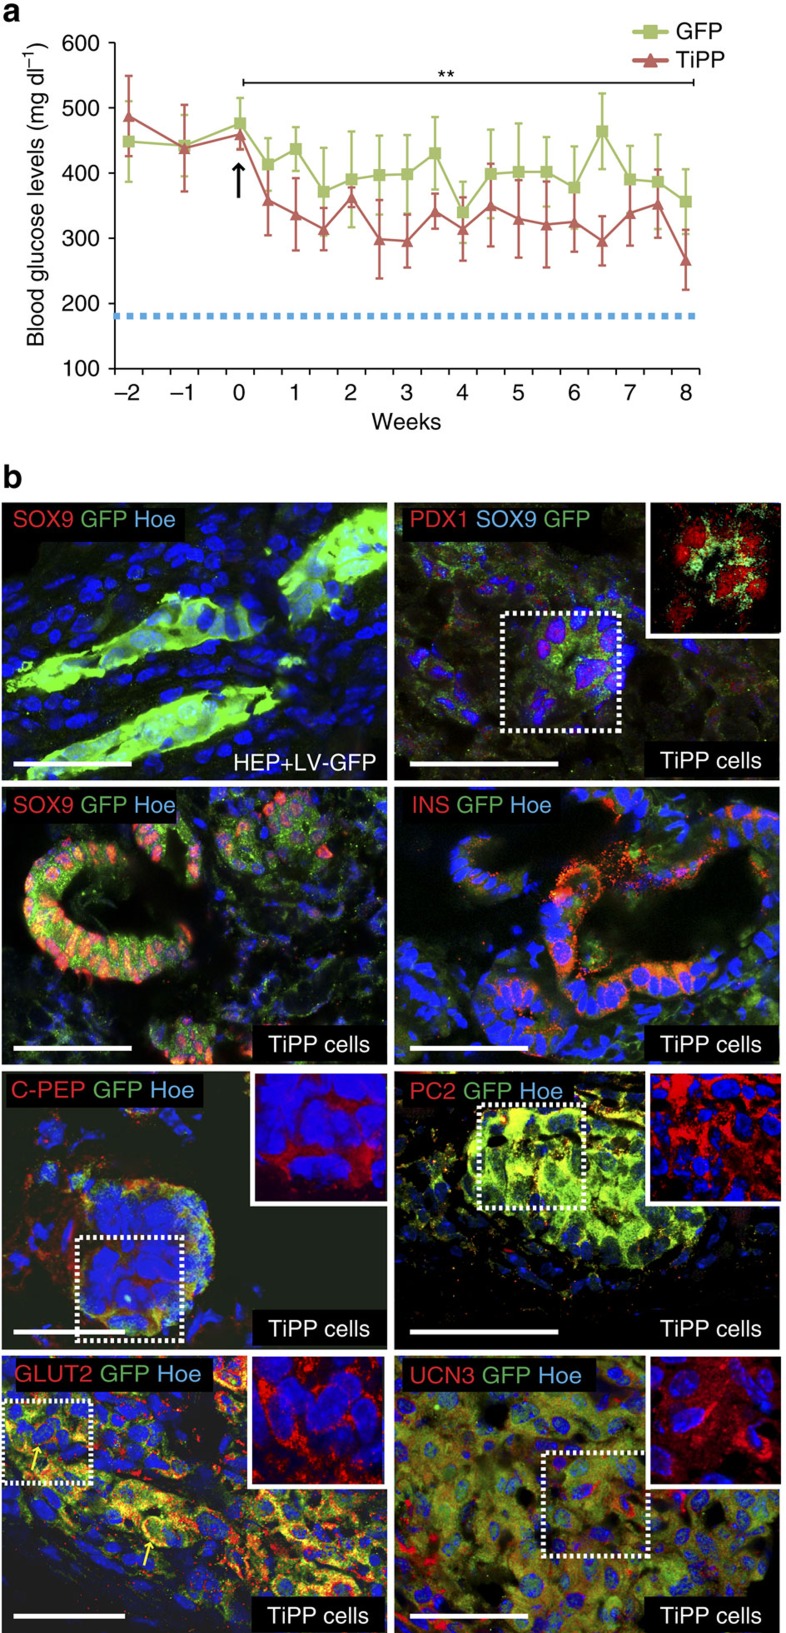
*In vivo* analysis of TGIF2 reprogramming activity. (**a**) Transplantation assays in Akita diabetic mice. Reprogrammed TiPP cells (derived from BAML HEPs+LV-TGIF2 d8 post-transduction) were grafted under the KC of hyperglycemic Akita mice (red line). Animals engrafted with BAML HEP cells transduced with LV-GFP were used as negative controls (green line). Blood glucose levels were measured under non-fasting conditions before transplantation (time points: −2 wk and −1 wk), the day of transplantation (time point 0; arrow) and, subsequently, twice a week after transplantation. *n*=6 animals in each group. Normoglycemia is defined as blood glucose level below 200 mg dl^−1^ in wild-type littermate mice under nonfasting conditions (dotted line). Values shown are mean±s.e.m. **P<0.01 (two-way ANOVA comparison test between LV-GFP and TiPP transplanted groups). (**b**) IF analysis on cryosections of mouse KCs transplanted with LV-GFP BAML HEP cells and TiPP cells. Hoechst (Hoe) nuclear counterstain in blue. Insets show area in the dashed box of: PDX1 (red)/GFP (green) staining without SOX9 channel (blue); C-peptide (C-PEP) (red)/Hoechst (blue) staining without GFP channel (green); PC2 (red)/Hoechst (blue) staining without GFP channel (green); UCN3 (red)/Hoechst (blue) staining without GFP channel (green); GLUT2 (red)/Hoechst (blue) staining without GFP channel (green), arrows indicate staining near the membrane, as expected for the location of mature Glut2 protein. To a lesser extent, some cells displayed Glut2 staining in the cytoplasm, which is similar to neonatal beta-cells. Scale bars, 50 μm.

**Figure 7:**
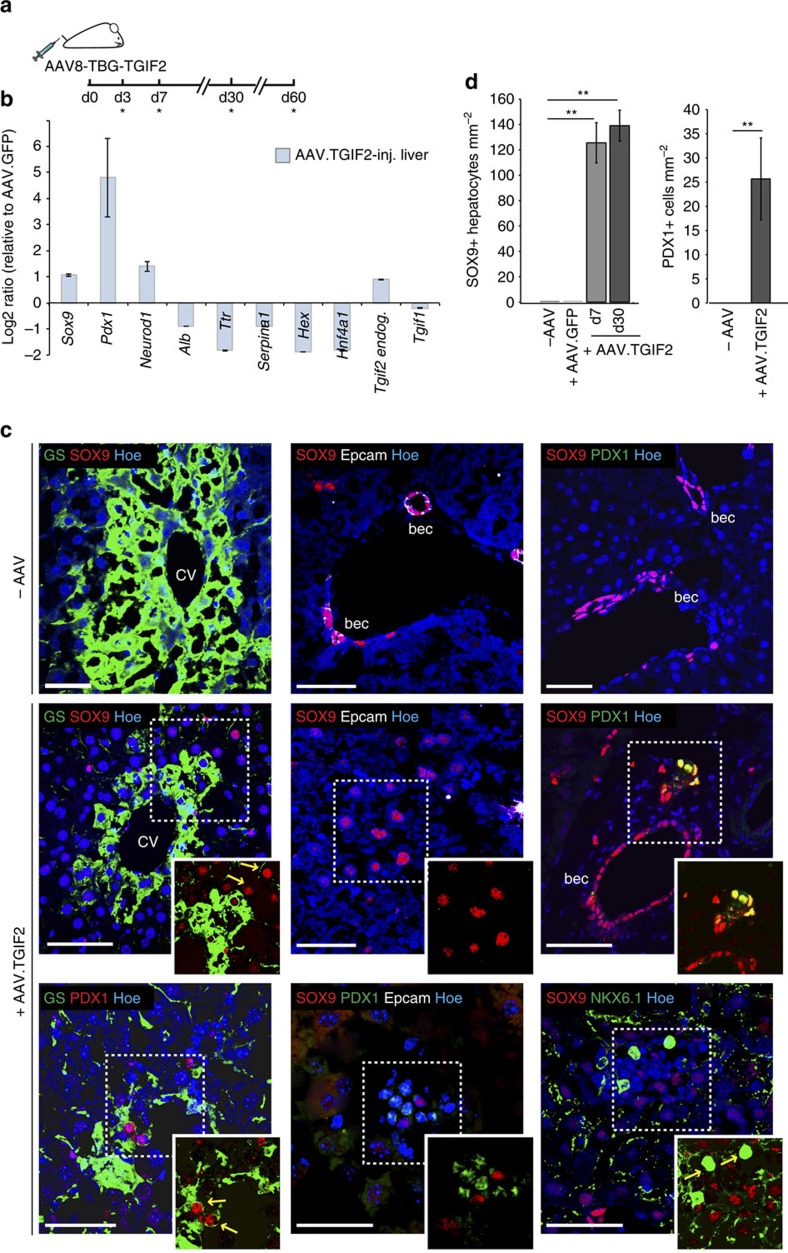
*In vivo* analysis of TGIF2 reprogramming activity. (**a**) Schematic of the AAV-mediated experimental strategy to express *Tgif2 in vivo* in the adult mouse liver. AAV-injected and uninjected control livers were examined at the indicated time points (*) after *iv* injection. (**b**) RT-qPCR analysis of indicated genes in AAV.TGIF2-injected livers at d30. Data were normalized to 36B4 and represented as Log2-expression ratio between AAV.TGIF2-injected and AAV.GFP-injected livers. Values shown are mean±s.e.m. (*n*=3). (**c**) IF staining of AAV-injected (+AAV.TGIF2) and uninjected (−AAV) adult mouse livers for GS, SOX9, Epcam, PDX1 and NKX6.1. Micrographs show IF stainings performed at d30 after AAV.TGIF2 injection; SOX9/NKX6.1 IF staining was done at d60. SOX9 and Epcam mark biliary epithelial cells (bec) and are absent in hepatocytes in uninjected livers. Arrows indicate examples of SOX9−, PDX1− or NKX6.1-positive hepatocytes in AAV.TGIF2-injected livers. Outlined areas are shown in the insets without Hoechst nuclear counterstain (blue). CV, central vein. Scale bars, 50 μm. (**d**) Quantification of SOX9-positive hepatocytes and PDX1-positive cells in adult livers injected with AAV.GFP (*n*=2 d30), AAV.TGIF2 (*n*=3 d7; *n*=4 d30) and uninjected (*n*=3). Average number of labelled cells per section (mm^2^) was determined for each animal in one entire liver lobe. Results are expressed as the mean±s.e.m. Statistics by two-tailed *t*-test. **P<0.01.

# Supplementary material for: Stepwise reprogramming of liver cells to a pancreas progenitor state by the transcriptional regulator Tgif2
**Source:** Nat Commun. 2017 Feb 13;8:14127. doi: 10.1038/ncomms14127
**Supplement:** Supplementary Information — Supplementary Figures, Supplementary Tables, Supplementary References.

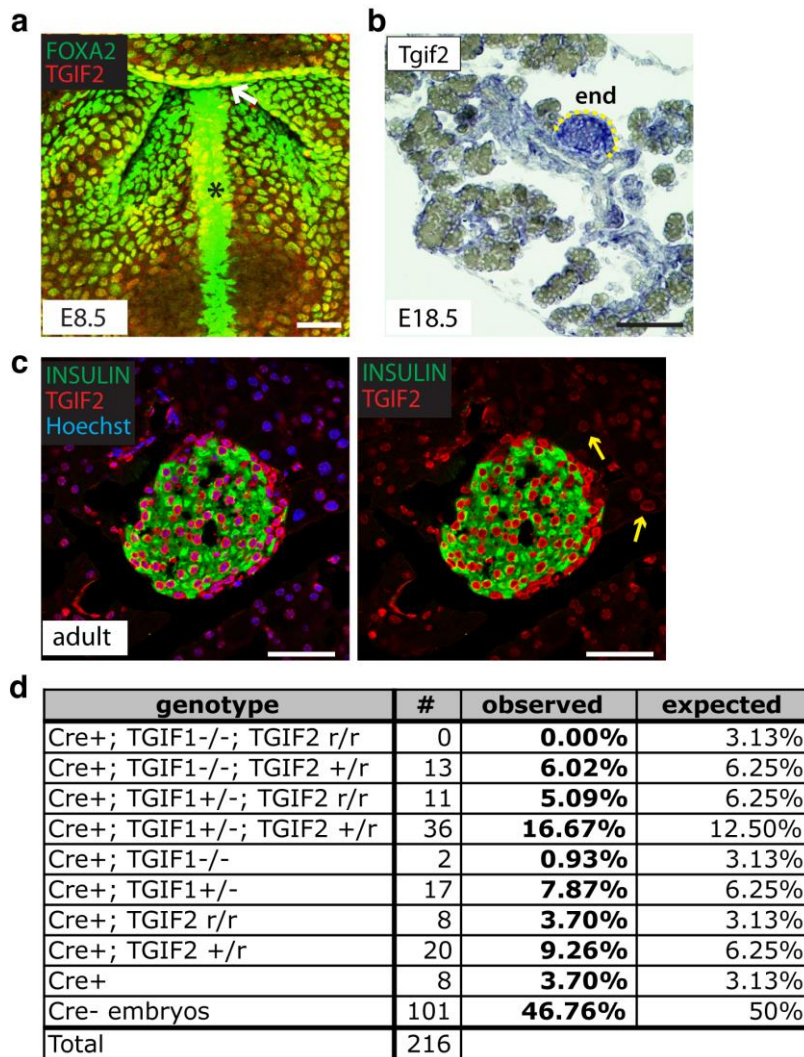

**Supplementary Figure 1. *Tgif2* is expressed in embryonic and adult pancreatic tissues.** (a) IF analysis of TGIF2 in whole-mount E8.5 mouse embryo. Overlay of TGIF2 (red) and FOXA2 (green) stainings in ventral (arrow) and dorsal (black asterisk) foregut endoderm. Scale bars, 50 µm. (b) *In situ* hybridisation analysis for *Tgif2* on cryosections of mouse pancreas at E18.5. Endocrine islets are demarcated by yellow dotted lines. end, endocrine. Scale bars, 100 µm. (c) Co-staining of TGIF2 and INSULIN in mouse adult pancreas. On the left, merged fluorescence and Hoechst; on the right, micrograph without the Hoechst channel (blue). TGIF2 expression is maintained in the adult pancreas, being

abundant in the endocrine islets and expressed at lower level in the surrounding acinar cells (arrows). **(d)** Table summarizing the observed and expected frequency of genotypes (%) of 216 embryos obtained from breeding of  $Tgif1^{+/-};Tgif2^{lox/+};Sox2-Cre^{+}$  X  $Tgif1^{+/-};Tgif2^{lox/+}$  mice. Embryos were dissected between embryonic stages E7.5 – E12.5. No double null embryos were found in our background. Given that Sox2-Cre is active in all epiblast cells<sup>1</sup>, it cannot be ruled out that *Tgif2* effects in the endoderm might be the results of both cell-autonomous and non-cell-autonomous mechanisms. r, recombined.

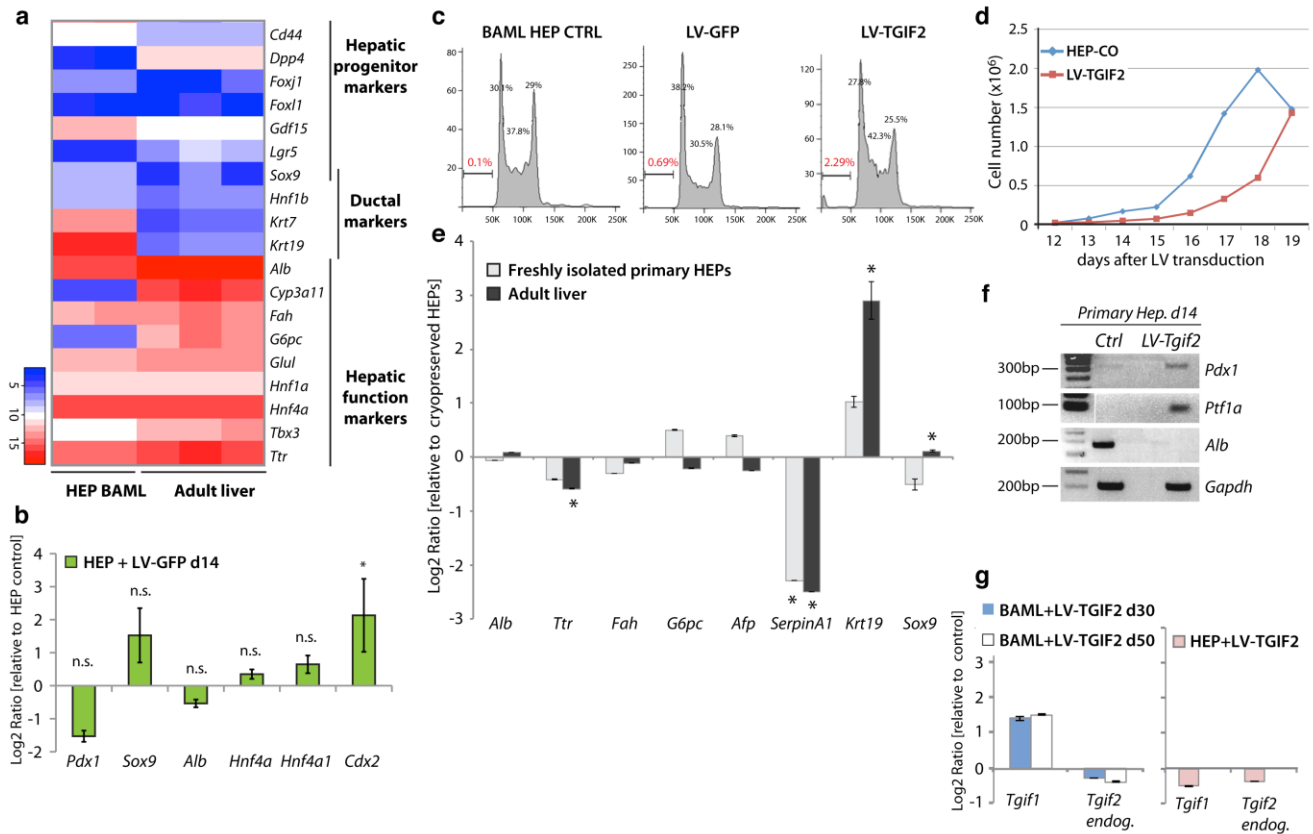

**Supplementary Figure 2. Characterization of LV-transduced HEP cells.**

(a) Heat map of expression levels of selected hepatic progenitor, ductal and hepatic function markers in BAML HEP control cells and adult liver tissue. BAML HEP displayed several mature hepatic molecular features similar to adult mouse liver and were not enriched for hepatic progenitor markers. 

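The heat map lists 6 hepatic progenitor, 4 ductal and 9 hepatic function genes. Among the progenitor genes, *Cd44* was 1.82 log2 units higher in HEP control than in adult liver (adjusted P = 0.000739) and *Gdf15* was 2.15 higher (adjusted P = 4.7e-06). *Lgr5* differed by -4.06 (adjusted P = 5.1e-06), and *Dpp4* was at least 234.1-fold lower in HEP control. *Foxl1* was called lower, although it was not well above background on any array of either group, and *Foxj1* was not called. This gave 2 of 6 called higher and 3 of 6 lower, also when adjusted over the list alone. Among the ductal genes, *Sox9*, *Krt7* and *Krt19* were called higher in HEP control, *Sox9* by 2.78. Of the hepatic function genes, 8 of 9 were called lower (*Alb*, *Ttr*, *Fah*, *G6pc*, *Cyp3a11*, *Glul*, *Hnf4a* and *Tbx3*), the call of *Alb* being lost without HEP control replicate 3.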

Colors represent high (red) or low (blue) expression levels. (b) RT-qPCR analysis of BAML HEP cells transduced with LV-GFP and cultured for 14 days. Neither induction of pancreatic transcripts nor repression of hepatic transcripts was detected upon ectopic expression of the control LV-GFP lentivirus. Data were normalized to that of *Sdha* and shown as 2-log fold changes compared to non-transduced HEP cells. Values shown are mean ± SEM. ns, not significant. (c) Flow cytometric analysis of cell cycle using propidium iodide (PI) DNA

staining of BAML HEP cells at day 4 after transduction with LV-TGIF2 or LV-GFP and non-transduced HEP control (CTRL). The x-axis shows fluorescence intensity (PI) and y-axis represents cell count. % of cells in each cell cycle phase is indicated. At day 4 post-transduction, LV-TGIF2 cells exhibited a lowered fraction of G1 cells and an increased percentage of cells in S-phase with a minor increase of cells in apoptosis (in Red). This is in line with the fact that cell division is not required in many cases of somatic lineage reprogramming. **(d)** Growth curve of BAML HEP + LV-TGIF2 and control (HEP-CO) cells. Cells were seeded 12 days after transduction at  $2.5 \times 10^4$  cells/well density and counted daily until confluence was reached. **(e)** RT-qPCR analysis of representative hepatocyte- and biliary epithelial cell-specific markers in cryopreserved mouse hepatocytes (HEP), freshly isolated hepatocytes and adult liver. Overall, cryopreserved HEPs reflected a true well-differentiated hepatic phenotype, displaying same morphology and level of expression of crucial hepatic genes comparable to freshly isolated hepatocytes. The biliary markers, Cytokeratin (Krt) 19 and Sox9, were expressed in adult liver but not in hepatocytes as expected. Data were normalized to *Sdha* and represented as Log2-expression ratio relative to cryopreserved HEP cells. Values shown are mean  $\pm$  sem. \* $P < 0.05$ . **(f)** Semiquantitative RT-PCR analysis of indicated pancreatic and hepatic marker genes in primary hepatocytes transduced with LV-TGIF2 at d14 after transduction and control (Ctrl) cells cultured for the same period of time and in the same culture conditions. DNA size marker (100bp ladder) is shown on the left. **(g)** RT-qPCR analysis of endogenous *Tgif2* and *Tgif1* gene expression in BAML and primary HEP cells transduced with LV-TGIF2 at the indicated time points after transduction. No significant changes in *Tgif2* and *Tgif1* expression levels were measured. Data were normalized to

*Sdha* and represented as Log2-expression ratio between LV-TGIF2 transduced cells and control cells. Values shown are mean  $\pm$  s.e.m.

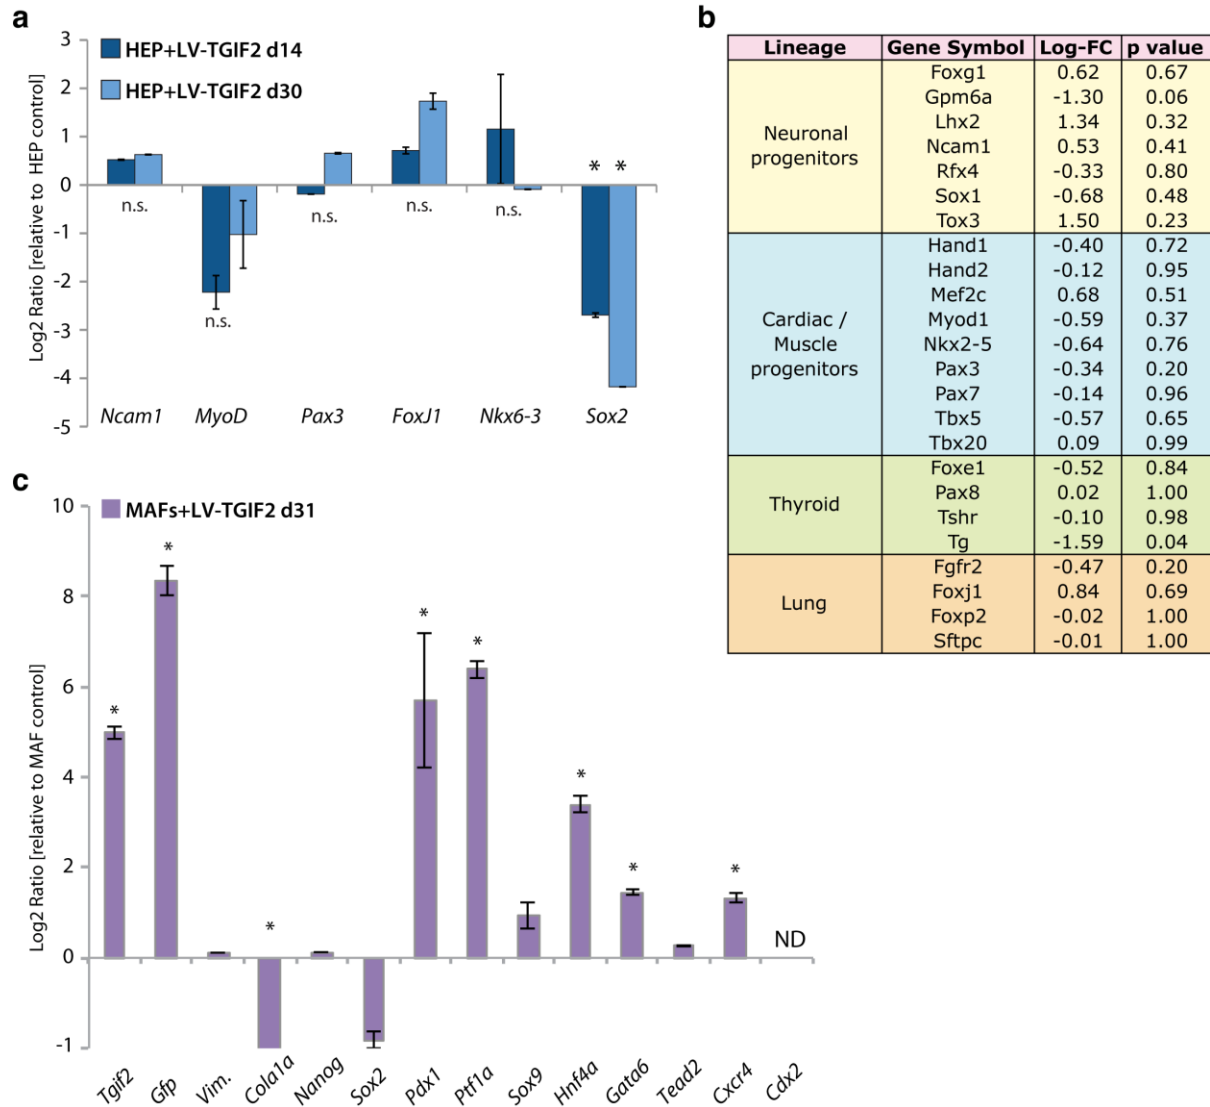

**Supplementary Figure 3. Tgif2 activity in non-endodermal lineage cells.**

**(a)** RT-qPCR analysis of representative lineage-specific markers in BAML HEP cells transduced with LV-TGIF2 at the indicated time points after transduction. Data were normalized to *Sdhα* and represented as Log2-expression ratio between BAML HEP + LV-TGIF2 cells at d14 or d30 and control cells. Values shown are mean  $\pm$  s.e.m.  $*P < 0.05$ . ns, not significant. **(b)** Table illustrating differential expression values of key lineage-specific markers in BAML HEP + LV-TGIF2 d14 cells *versus* BAML HEP

control cells. Data are from the microarray analysis (see Fig. 5) and shown as Log2 Fold-Change (Log-FC). 

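The panel lists 24 genes of neural, muscle, heart, thyroid and lung lineages. By the filter on dim probes, 17 could be tested, and *Myod1*, *Pax7*, *Tbx5*, *Foxe1*, *Tshr*, *Tg* and *Foxp2* were too dim in every group. At d14, 11 of the 17 were well above background on a HEP control or d14 array, 7 of them higher and 4 lower than in HEP control. *Tox3* was called higher (1.98, standard error 0.37, adjusted P = 0.00182), on arrays where 2 of 3 in HEP control were well above background, and *Gpm6a* was called lower (-1.13, standard error 0.31, adjusted P = 0.0237); the same genes were called when adjusted over the list alone. The call of *Tox3* at d14 was lost under quantile normalization (1.57, adjusted P = 0.0706) and with the authors' log2 table. The call of *Gpm6a* was lost without HEP control replicate 1 (-1.10, adjusted P = 0.0631) and also without replicate 2 (-1.02), d14 replicate 2 (-0.97) or d14 replicate 3 (-1.11). At d30 the same 2 genes were called in the same directions.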

The p-value was corrected for multiple comparisons using the Benjamini-Hochberg method. **(c)** Ectopic *Tgif2* expression in mouse adult skin fibroblasts (MAF) induces *Pdx1* and *Ptfla* expression and to a lesser extent endodermal genes, such as *Hnf4a*, *Gata6* and *Cxcr4*. RT-qPCR characterization of MAFs transduced with LV-TGIF2 (see Fig. 3) at d31 after transduction. Expression of both *Tgif2* and *Gfp* transgenes was measured along with indicated fibroblast and endodermal marker genes. Data were normalized to *Sdhα* and represented as Log2-expression ratio between MAFs + LV-TGIF2 cells at d31 and control cells cultured for the same period of time and in the same culture conditions. Values shown are mean  $\pm$  s.e.m. \* $P < 0.05$ . ND, not determined.

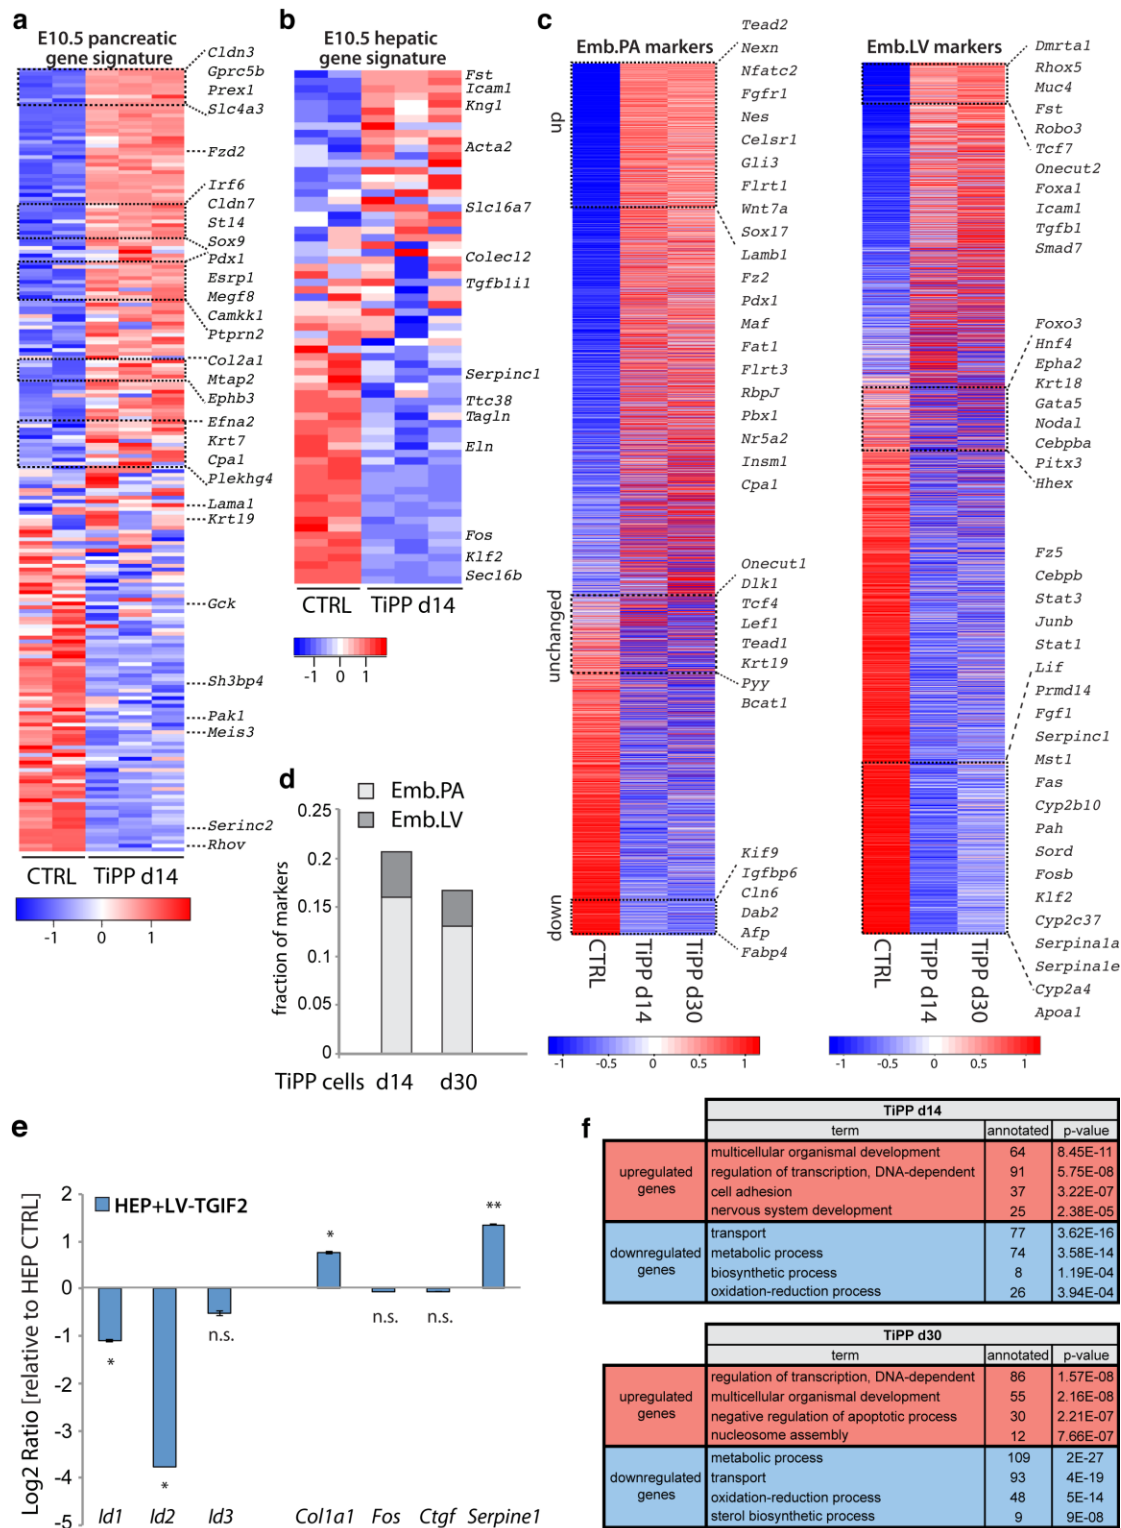

**Supplementary Figure 4. *Tgif2*-expressing reprogrammed cells are closer to embryonic pancreas than to embryonic liver. (a)** Heat map of E10.5 pancreatic

progenitor signature genes in TiPP cells and HEP control (CTRL) population. A total of 153 genes were defined as pancreatic progenitor-specific signature genes for their high expression values (FPKM >10) in mouse E10.5 pancreatic progenitors and low expression values (FPKM <4) in E10.5 hepatic progenitors in RNA-Seq datasets<sup>2</sup>. This E10.5 pancreatic gene signature was then compared to TiPP d14 and control population transcriptome. **(b)** Heat map of E10.5 hepatic progenitor signature genes in TiPP cells and HEP control (CTRL) population. A total of 69 genes were defined as hepatic progenitor-specific signature genes for their high expression values (FPKM >10) in mouse E10.5 hepatic progenitors and low expression values (FPKM <4) in E10.5 pancreatic progenitors in RNA-Seq datasets<sup>2</sup>. This E10.5 hepatic gene signature was then compared to TiPP d14 and control population transcriptome. **(c)** TiPP gene expression of mouse embryonic pancreas (Emb.PA) and embryonic liver (Emb.LV) markers. Emb.LV microarray data were taken from Gene Expression Omnibus (<http://www.ncbi.nlm.nih.gov/geo>), accession number GSE67406 ("E13\_0day samples": GSM1646389, GSM1646392). The data were batch-normalized with our microarray data generated in the present study. Marker genes for Emb.PA were defined to be up-regulated genes in Emb.PA compared to Emb.LV (p-value < 0.05 and FC > 2; 4763 genes). Accordingly, marker genes for Emb.LV were defined to be up-regulated genes in Emb.LV compared to Emb.PA (p-value < 0.05 and FC > 2; 3990 genes). To evaluate the expression of Emb.PA and Emb.LV marker genes in the TiPP cells, differentially regulated genes (p-value < 0.05 and FC > 2) were calculated for TiPPd14 and TiPPd30 compared to HEP control cells. The heatmaps show the median expression levels in HEP controls and TiPPd14 and TiPPd30 cells. The rows are ordered according to the mean

fold-change of TiPP cells relative to HEP control, and columns are ordered by hierarchical clustering of the expression values. Gene expression across rows in the heatmap are colored according the z-score, such that the mean expression of each row is set to white color and expression values higher or lower than the mean are graded towards red or blue, respectively. **(d)** Proportion of Emb.PA or Emb.LV markers that are up-regulated in TiPP cells. Marker genes for Emb.PA and Emb.LV were defined as described above. To demonstrate the expression of Emb.PA and Emb.LV marker genes in the TiPP cells, differentially regulated genes ( $p\text{-value} < 0.05$  and  $FC > 2$ ) were calculated for TiPPd14 and TiPPd30 compared to HEP control cells. The stacked barplot shows the fractions of up-regulated genes in TiPP cells (relative to HEP CTRL) found in the EmbPA and EmbLV markers, respectively. The TiPP cells demonstrate a higher fraction of expression in the EmbPA marker list. **(e)** RT-qPCR analysis of selected TGF- $\beta$  and BMP signaling target genes. Data were normalized to *Sdha* and represented as Log2-expression ratio between HEP + LV-TGIF2 and CTRL cells. Values shown are mean  $\pm$  s.e.m. (n=3) \* $P < 0.05$ . **(f)** GO “biological process” enrichment analysis of differentially regulated genes in HEP control and TiPP cells ( $P < 0.05$  and  $FC > 2$  or  $< -2$ ). The four non-redundant GO categories with highest p-values are shown per each group. For complete GO annotation lists see Supplementary Data 1.

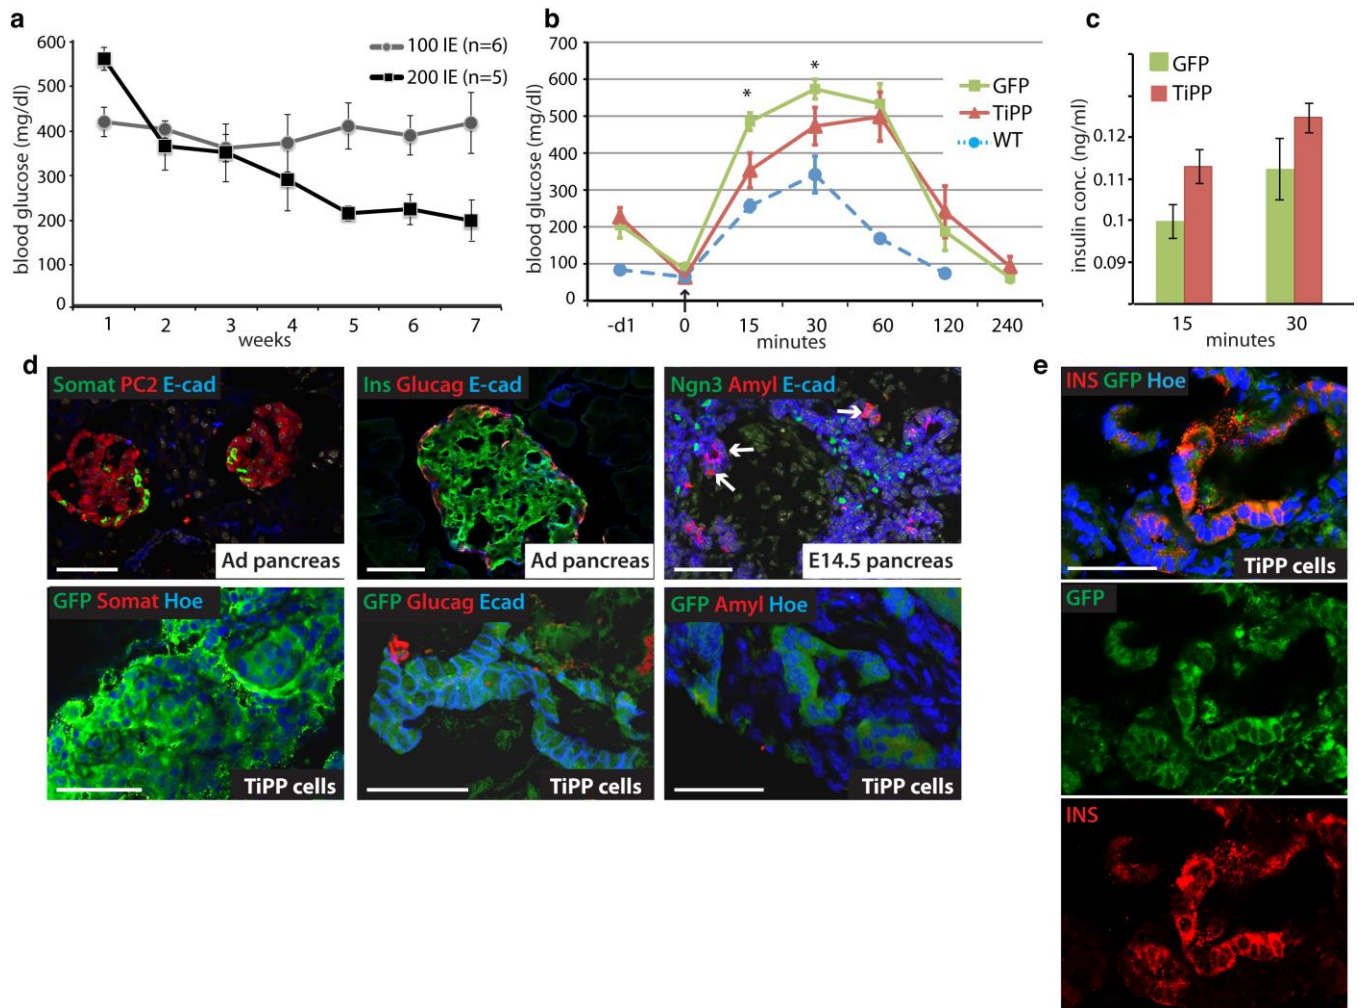

**Supplementary Figure 5. Characterization of TiPP cells differentiation potential *in vivo*.** (a) Transplantation of 100 and 200 mouse islet equivalents (IE) under the KC of hyperglycemic Akita mice. Blood glucose levels were measured under non-fasting conditions before transplantation, twice a week after transplantation. Normoglycemia is defined as blood glucose level below 200 mg/dl in wild-type littermate mice under nonfasting conditions (see also Fig. 6). Values shown are mean  $\pm$  SD. (b) Glucose challenge assay in Akita mice engrafted with TiPP cells (red line; n=4) or LV-GFP BAML HEP (green line; n=3) cells, as control. Intraperitoneal glucose tolerance test (GTT) was performed two weeks after transplantation in heterozygotes Akita females,

which display moderate hyperglycemia (blood glucose level above 200 mg/dl after starvation) but no overt diabetes. Blood glucose was measured before (–d1) and after overnight starvation (d0, baseline level), and then at the indicated timepoints after glucose injection. Blood glucose levels in C57/BL6 wild-type female mice during GTT test were used as reference (blue dotted line). Despite the limited number ( $1 \times 10^6$ ) of engrafted TiPP cells, our results showed that TiPP cells improved blood glucose profiles in non-fasting conditions of Akita mice (see Fig. 6a) and are also glucose-responsive, as indicated by increased glucose clearance and insulin release (Fig. S5c). Data are expressed as mean  $\pm$  S.D. Statistics by two-tailed t-test. (c) Serum insulin concentration was measured during the glucose tolerance test (see Fig. S5b) at the indicated time points after overnight starvation. Results are presented as mean  $\pm$  S.D. (d) Top panel, IF analysis of adult and E14.5 mouse pancreas for the indicated pancreatic endocrine and exocrine markers. Adult mouse islets were stained for somatostatin (Somat), Prohormone Convertase 2 (PC2), insulin (Ins) and glucagon (Glucag). In E14.5 mouse pancreas, arrows indicate Amylase (Amyl) staining in exocrine progenitor cells. Bottom panel, antibodies against the same endocrine and exocrine markers were tested on cryosections of mouse kidneys transplanted with TiPP cells. Scale bars, 50  $\mu$ m. (e) IF stainings for Insulin and GFP, shown in Figure 6b, presented as single channel images. Scale bars, 50  $\mu$ m.

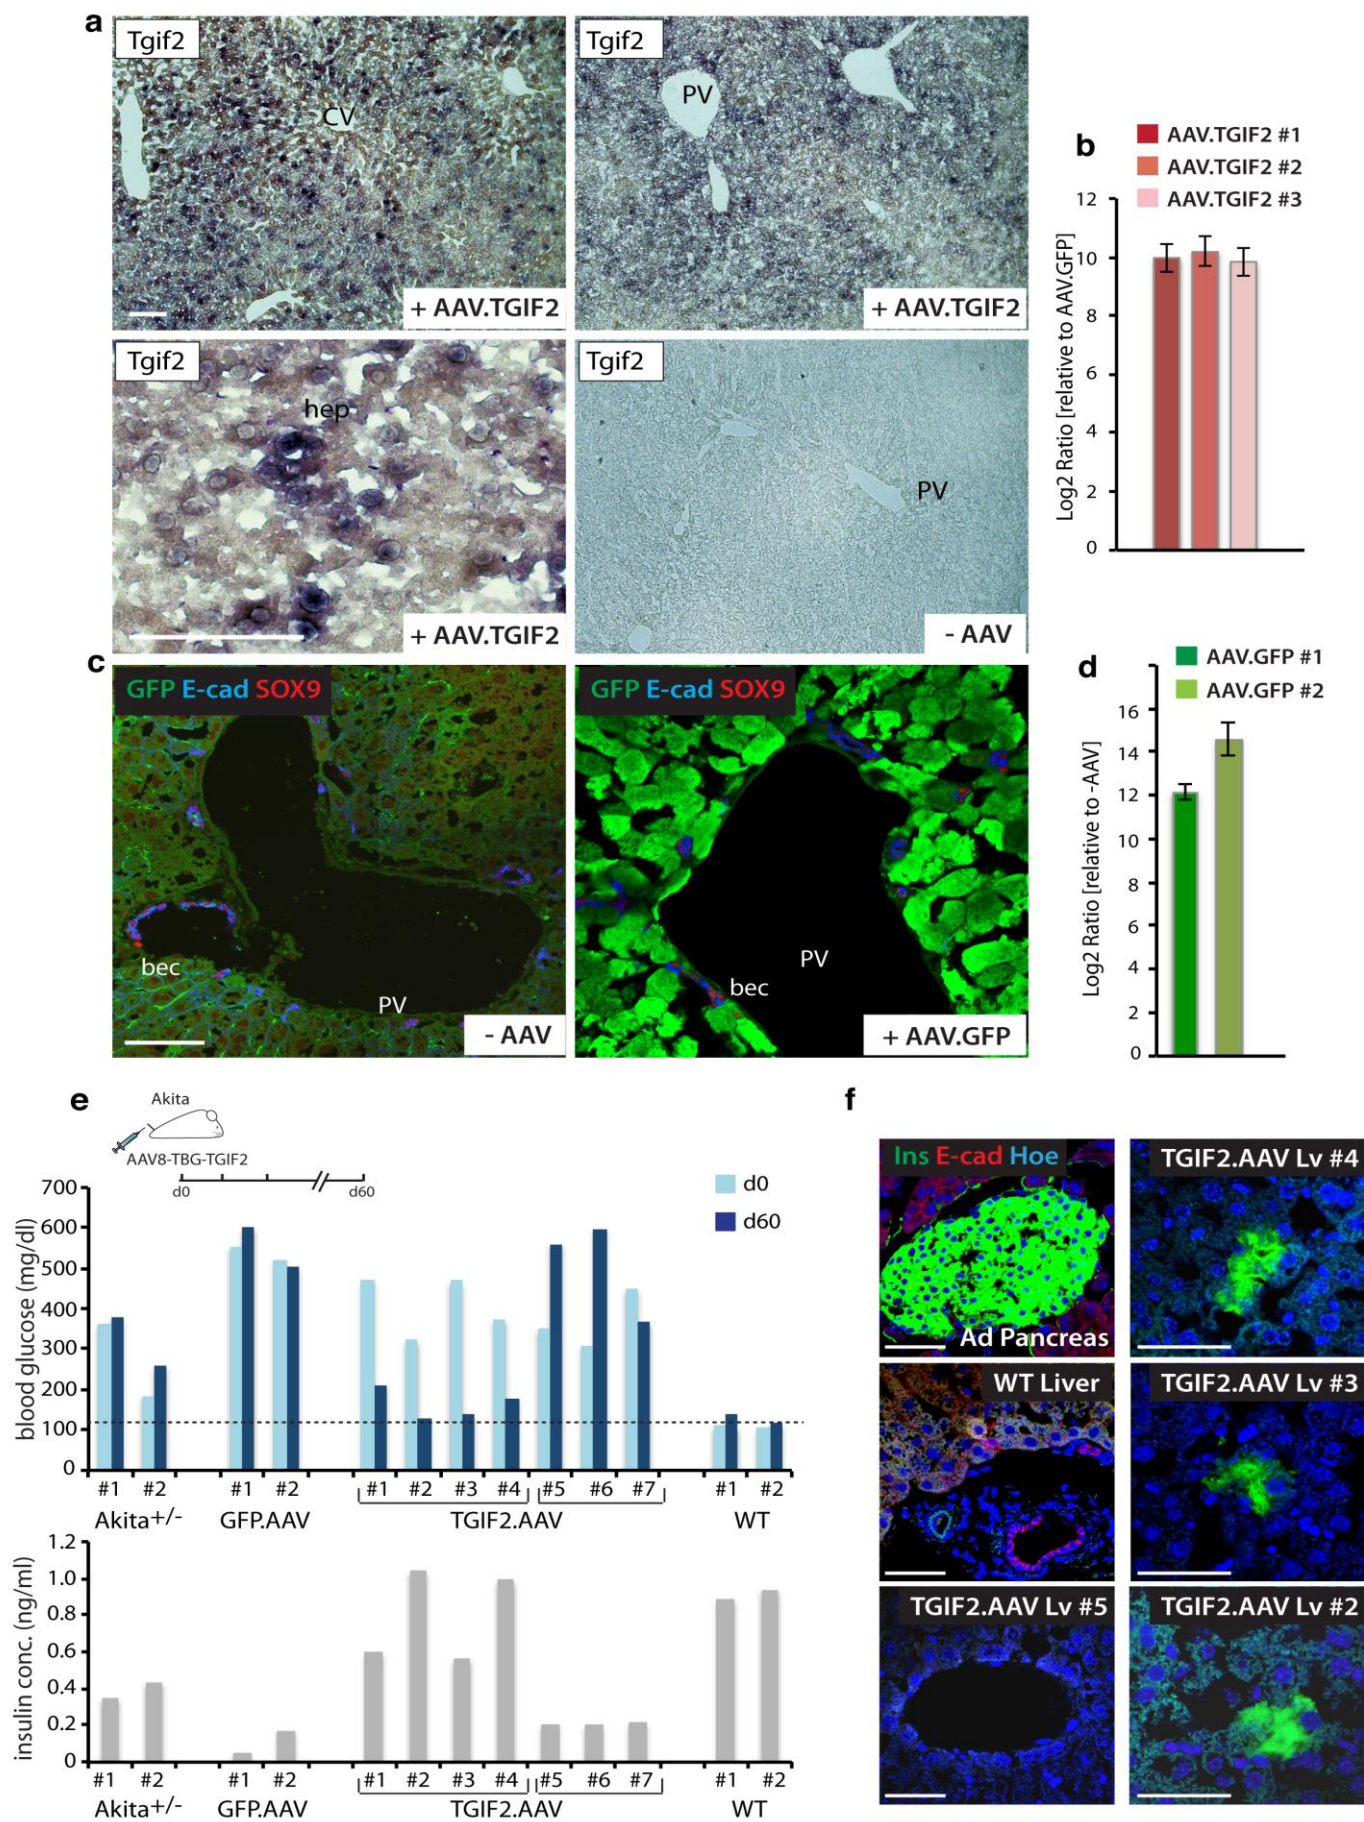

**Supplementary Figure 6. Characterization of AAV-mediated *Tgif2* *in vivo* liver expression.** (a) Characterization of AAV-mediated *Tgif2* *in vivo* liver expression. *In situ* hybridisation with *Tgif2* antisense RNA probe on liver cryosections of control (-AAV) and AAV.TGIF2-injected adult mice at d30. Robust induction of *Tgif2* transcript was observed only in the liver of AAV.TGIF2-injected animals throughout the parenchyma. *Tgif2* transgene expression was still detectable at d60 after AAV injection (data not shown). Scale bars, 100  $\mu$ m. CV, central vein; hep, hepatocytes; PV, portal vein. (b) Representative RT-qPCR of *Tgif2* in AAV.TGIF2- and AAV.GFP-injected adult livers at d30. Data were normalized to 36B4 reference gene and represented as Log<sub>2</sub>-expression ratio between AAV.TGIF2-inj. and AAV.GFP-inj. adult livers. Values shown are mean  $\pm$  sem. n=3. (c) IF staining of AAV-injected (+AAV.GFP) and uninjected (-AAV) adult mouse livers for GFP, SOX9 and E-cad. SOX9 marks biliary epithelial cells (bec) in both AAV-GFP-injected and uninjected adult livers, but it is not expressed in hepatocytes. This indicates that AAV injection itself (*e.g.* AAV.GFP) did not induce activation of SOX9 in hepatocytes. PV, portal vein. Scale bars, 100  $\mu$ m. (d) Representative RT-qPCR of *GFP* in AAV.GFP-injected at d30 and uninjected adult livers. Data were normalized to 36B4 and represented as Log<sub>2</sub>-expression ratio between AAV.GFP-inj. and uninjected (-AAV) adult livers. Values shown are mean  $\pm$  s.e.m. n=2. (e) Schematic of the AAV-mediated experimental strategy to express *Tgif2* *in vivo* in adult mouse liver of mild hyperglycemic Akita heterozygotes diabetic mice. AAV-injected and control animals were examined at the indicated time points after *i.v.* injection. Top panel, blood glucose levels of control and treated animals measured under non-fasting conditions before AAV-injection (time point: d0) and at the end of the experiment (d60). Blood glucose levels

were markedly reduced, being almost restored to normoglycemia in 4 out of 7 Akita<sup>+/-</sup> mice (#1 to #4) after AAV.TGIF2-injection. By contrast, blood glucose levels remained elevated in non-treated diabetic Akita<sup>+/-</sup> and AAV.GFP-injected Akita<sup>+/-</sup> mice. WT uninjected mice maintained stable normoglycemia (as marked by black dotted line). Bottom panel, serum insulin levels measured in the same control and treated animals under non-fasting conditions at time point d60 after AAV-injection. Importantly, the group of AAV.TGIF2-injected Akita mice (#1 to #4), which displayed reduced blood glucose levels at d60, also exhibited higher levels of circulating insulin when compared to untreated diabetic Akita or AAV.GFP-injected mice. Individual values per animal are shown. (f) IF staining of AAV.TGIF2 injected-adult liver from Akita<sup>+/-</sup> mice for insulin (INS) and E-cadherin (E-cad). Adult mouse pancreas and adult WT liver were included as positive and negative controls, respectively, in the IF staining. Insulin-positive cells were found exclusively in the liver of AAV.TGIF2-injected Akita mice (#1 to #4), which displayed reduced blood glucose levels and higher levels of circulating insulin at d60. Scale bars, 50  $\mu$ m. Together, these results are consistent with the kidney capsule transplantation of TiPP reprogrammed cells and suggest that environmental cues, such as a hyperglycemic state, promote maturation of the Tgif2-induced pancreatic progenitor-like cells.

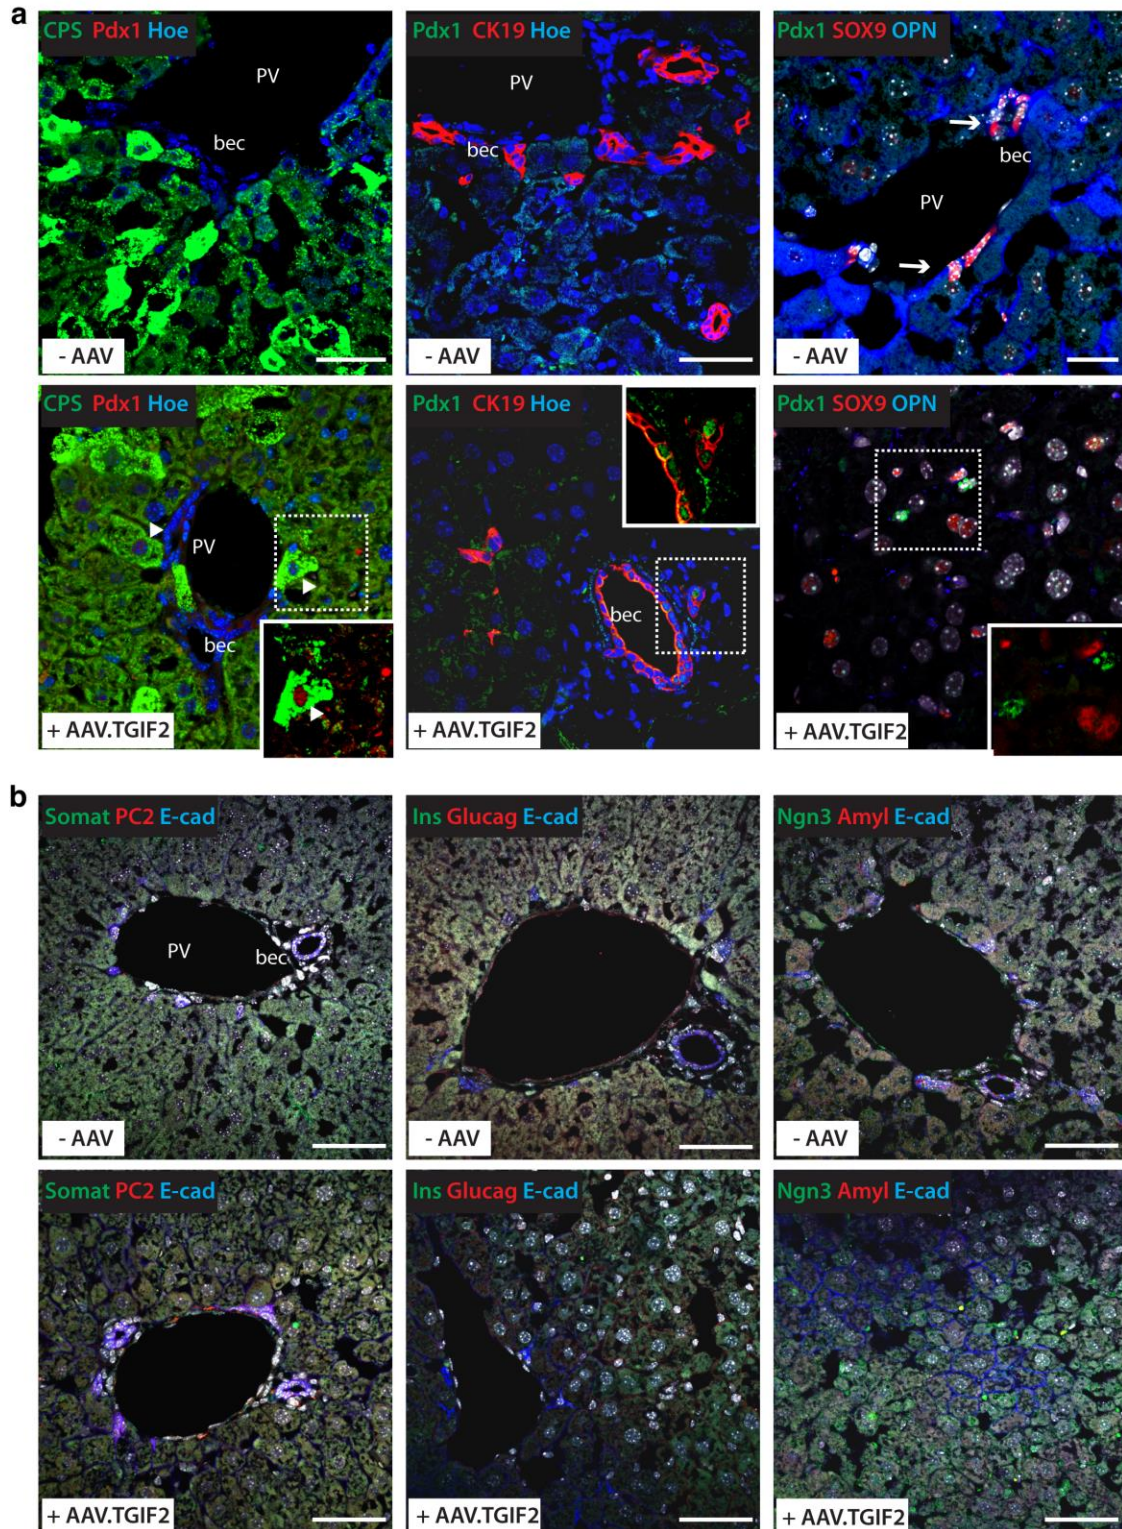

**Supplementary Figure 7. Characterization of AAV8.TBG-Tgif2-injected livers. (a)**

IF staining of AAV-injected (+AAV.TGIF2) and uninjected (-AAV) adult mouse livers

for the periportal hepatocyte marker, Carbamoyl Phosphate Synthase 1 (CPS1), biliary epithelial markers, cytokeratin 19 (CK19) and osteopontin (OPN), and pancreatic markers (PDX1 and SOX9). PDX1-positive cells are detected in the periportal zone of AAV-TGIF2-injected adult livers and co-stain with CPS1 (see arrowheads). CK19 marks biliary epithelial cells (bec); in inset, CK19- and PDX1-double positive cells in AAV-TGIF2-injected adult livers. In AAV-TGIF2-injected adult livers activation of SOX9 and PDX1 expression in hepatocytes (see inset) is not accompanied by OPN, ruling out the acquisition of bec fate. Arrows indicate expression of OPN in biliary epithelial cells (bec) together with SOX9. Biliary epithelial cells (bec); PV, portal vein. Scale bars, 50  $\mu$ m. **(b)** IF staining of AAV-injected (+AAV.TGIF2) and uninjected (-AAV) adult mouse livers for somatostatin (Somat), Prohormone Convertase 2 (PC2), insulin (Ins) glucagon (Glucag), Ngn3, Amylase (Amyl) and Ecad. AAV-TGIF2-injection in WT adult livers did not induce pancreatic differentiation markers. Scale bars, 50  $\mu$ m.

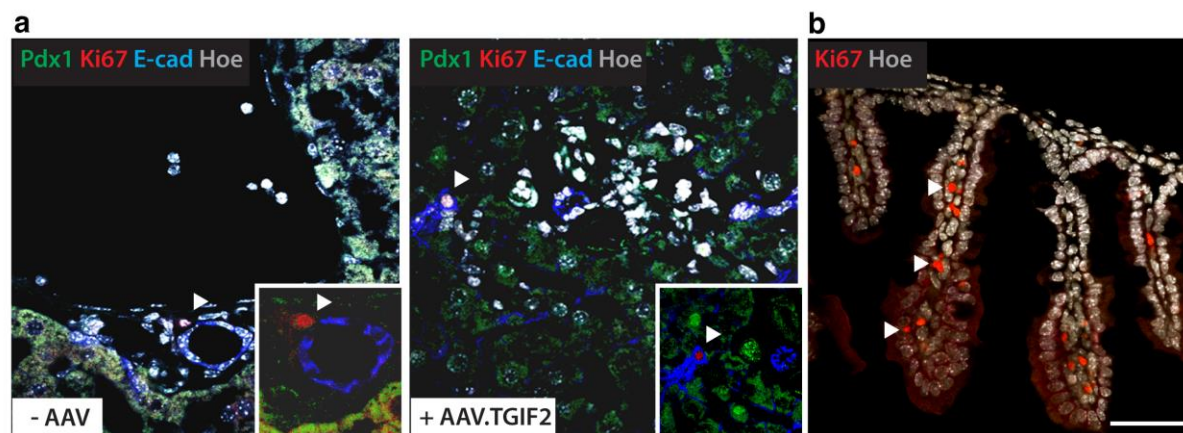

**Supplementary Figure 8. Characterization of proliferation in AAV8.TBG-Tgif2-injected livers.** (a) IF staining of AAV-injected (+AAV.TGIF2) and uninjected (-AAV) adult mouse livers for Ki67, PDX1 and E-cadherin (E-CAD). Very rare Ki67-nuclei were found in both uninjected and AAV-injected livers (see arrowheads), ruling out the possibility that hepatocytes enter the cell cycle upon AAV stimuli. (b) IF staining of adult mouse intestinal epithelium was used as positive control for Ki67 staining. Arrowheads indicate cells positive for the proliferation marker Ki67 in red. Scale bars, 50  $\mu$ m.

**Supplementary Table 1. Primer sequences used for quantitative real-time PCR**

| <b>Gene symbol</b> | <b>Forward primer</b>    | <b>Reverse primer</b>     |
|--------------------|--------------------------|---------------------------|
| Afp                | CGAGGAGTGTGCGCAAGGAAA    | CAGAAGCCTAGTTGGATCATG     |
| Alb                | TGCTGCTGATTTTGTGAGG      | GCAGCACTTTTCCAGAGTGG      |
| Cdx2               | AAACCTGTGCGAGTGGATG      | CTGCGGTTCTGAAACCAAAT      |
| Celsr1             | TGGTACCAGGGCAGGCTGTGCTTC | CCAGTGAAGCGCTGAGGGTGTG    |
| Cebpa              | CAAGGCCATGGGCAACTGCG     | TCTGGGTCTCCAGCCAGGGG      |
| Celsr3             | CCAGGCCAAGTCACACTTTTG    | TAGGGATGGGCCATTGTGAGT     |
| Cldn3              | CGTCAGTTTTCGAAGGGCAG     | ATGGCTGCTGGACTTGAACC      |
| Col1a1             | CTGACGCATGGCCAAGAAGA     | CTCGGGTTTCCACGTCTCAC      |
| Cxcr4              | CTCTGAGGCGTTTGGTGCTCCG   | TCCCGGAAGCAGGGTTCCTTGT    |
| Dlc1               | CGCCTTGACAGGATCCGGCG     | TGTCCCGGTTAGCGGCTCCA      |
| Fah                | GGCCCTGGGAACAGATTCGGA    | GTCTCGTGCGCTCCAGTCGT      |
| Fgfr1              | TGCCTGAACAAGATGCACTCCCA  | TCTGGGGATGTCCAGTAGGGAGC   |
| Foxa2              | CATCCGACTGGAGCAGCTA      | GCGCCACATAGGATGAC         |
| FoxJ1              | CGAGCTGGGGACAGAGAACCG    | GAACACGAATGTGAGGCCTGGCT   |
| Gata6              | GGTCTCTACAGCAAGATGAATGG  | TGGCACAGGACAGTCCAAG       |
| Hex                | GAGGTTCTCCAACGACCAGA     | GTCCAACGCATCCTTTTTGT      |
| Hnf4a              | AACCACGCTACTTGCCTTTGCT   | TCTGATGGGACACAGCCTACTTCT  |
| Hnf4a1             | GAAAATGTGCAGGTGTTGACCA   | AGCTCGAGGCTCCGTAGTGTTT    |
| Insm1              | GCCCAGGTGTTCCCTGCAA      | AGGCCCGGGGAGCTGTAGAA      |
| Isl1               | GCGGCCTCTGCAAATGGCAG     | CTCCGGCTGCTTGTGGACGT      |
| Mafa               | GAGGTGAAGAAGGAGCCGCC     | CTGAGGGGCGTCGAGGACAG      |
| Lgr5               | CAGTGTTGTGCATTTGGGGG     | CAAGGTCCCGCTCATCTTGA      |
| Myod1              | GATGGCATGATGGATTACAGCGGC | CGCGCCGCTCACTGTAGTA       |
| Ncam1              | CAGAGCGCTCGCCTCTGAGT     | ACGTGGTCACTGCCGGATGG      |
| Nexn               | AGGAGGCGAGAAGGCACATGGTAA | CTGAGTTTGAGTTTTCCTGGGCGGT |
| Nestin             | GCTGTGGAAGCCCTGGAGCA     | TCAGCCTCCAGCAGAGTCCTGT    |
| Neurod1            | AAGGCAAGGTGTCCCGAGGC     | CATCAGCCCGCTCTCGCTGT      |
| Nkx6.3             | GCCATGCAGCAACACTCCAGAC   | TGGTGGCCCGTGAAGGTAGG      |
| Pax6               | CAACCTGCCTATGCAACCCCA    | GGGCAGCATGCACGAGTACGA     |
| Pdx1               | CCACCAAAGCTCACGCGTGGA    | GGCGGGGCGGGGAGATGTATT     |
| Prox1              | CCGACATCTCACCTTATTGAG    | TGCGAGGTAATGCATCTGTTG     |
| Ptfla              | TTCTTGAAGCACCTTTGACAGA   | ACGGAGTTTCTTGACAGAGT      |
| Ror2               | CTATATGTGCGGCTCGGTCC     | AGGTGCCGATCATGGTGAAG      |
| Scrib              | AGTCTGCAGAGACCACGGGTCG   | ATGGCTGGATCACCCCGGTT      |
| Sdha               | TGTTTCAGTTCCACCCACA      | TCTCCACGACACCCTTCTGT      |
| Serpina1           | GAAGCTGCAGCAGCTACAGTC    | TGTGGGATCTACCACTTTTCC     |
| Sox17              | GGTCTGAAGTGCGGTTGG       | TGTCTTCCCTGTCTTGGTTGA     |
| Sox9               | AGACTCACATCTCTCCTAATGCT  | ACGTCGGTTTTGGGAGTGG       |
| Sox2               | CTCTGCACATGAAGGAGCAC     | CTCCGGGAAGCGTGTACTTA      |
| Tead2              | CTGGACAGGTAGCGAGGAAG     | GTTCCGGCCATACATCTTGC      |
| Tgif1              | CGCGCCCGCGTGTCAT         | TTCTGATTCAAGGGGTGGGGCAC   |

|                |                           |                       |
|----------------|---------------------------|-----------------------|
| Tgif2          | CTATCTGCACCGCTACAACG      | GGGCATTGATGAACCAGTTAC |
| Tgif2<br>3'UTR | GGCGAGAATGGCTATTTGTAA     | AGCCTGCTGGGTCTCCTAC   |
| Ttr            | CGTTCCATGAATTCGCGGATGTGGT | GCAGGGCTGCGATGGTGTAGT |
| Vangl2         | CAGCTCCCGGAAGCACAGGGAC    | GTGCCCCGTGACCACCGTTGT |
| Vimentin       | GGATCAGCTCACCAACGACA      | AAGGTCAAGACGTGCCAGAG  |

**Supplementary Table 2. List of primary antibodies and dilution used.**

| <b>Antibody</b>                | <b>Catalog number</b>             | <b>Host Species</b> | <b>Dilution</b> |
|--------------------------------|-----------------------------------|---------------------|-----------------|
| anti-ALBUMIN                   | DakoCytomation, A0001             | rabbit              | 1:100           |
| anti-E CADHERIN                | Invitrogen, 13-1900               | rat                 | 1:1000          |
| anti-C PEPTIDE 1               | BCB Consortium, AB1044            | rabbit              | 1:1500          |
| anti-CPS1                      | Abcam, ab3682                     | rabbit              | 1:500           |
| anti-CK19                      | Abcam, ab133496                   | rabbit              | 1:200           |
| anti-EPCAM                     | Sigma                             | rabbit              | 1:150           |
| anti-FOXA2                     | Abcam, Ab408749                   | rabbit              | 1:200           |
| anti-GFP                       | Aves, GFP-1020                    | chicken             | 1:500           |
| anti-GFP                       | Abcam, ab290                      | rabbit              | 1:500           |
| anti-GLUTAMINE SYNTHETASE      | BD Transduction labs, 410517      | mouse               | 1:500           |
| anti-GLUT2                     | Santa Cruz, sc-7580               | goat                | 1:200           |
| anti-HNF4a                     | Santa Cruz, sc-6556               | goat                | 1:100           |
| anti-INSULIN                   | Invitrogen, 18-0067               | guinea pig          | 1:250           |
| anti-Ki67                      | ThermoFisher, RM9106              | rabbit              | 1:200           |
| anti-NKX6.1                    | Hybridoma Bank, F55A10            | mouse               | 1:150           |
| anti-OSTEOPONTIN               | Abcam, ab 166709                  | mouse               | 1:400           |
| anti-PDX1                      | Abcam, ab 408749                  | rabbit              | 1:200           |
| anti-PDX1                      | Abcam, ab 47308                   | guinea pig          | 1:500           |
| anti-Prohormone Convertase PC2 | Millipore, AB15610                | rabbit              | 1:100           |
| anti-PROX1                     | Chemicon, AB5475                  | rabbit              | 1:500           |
| anti-PROX1                     | RELIAtech GmbH, 102PA32S          | rabbit              | 1:200           |
| anti-SOMATOSTATIN              | Santa Cruz, sc-7819               | goat                | 1:100           |
| anti-SOX17                     | R&D Systems                       | goat                | 1:100           |
| anti-SOX9                      | M. Wegner, Nürnberg University    | rabbit              | 1:500           |
| anti-SOX9                      | Millipore, AB5535                 | rabbit              | 1:500           |
| anti-TGIF2                     | Abnova, H00060436-A01             | mouse               | 1:200           |
| anti-TGIF2                     | Abnova, H00060436-M01, clone 4C10 | mouse               | 1:200           |
| anti-UCN3                      | P.E. Sawchenko, Salk Institute    | rabbit              | 1:300           |

## Supplementary References

- 1 Hayashi, S., Lewis, P., Pevny, L. & McMahon, A. Efficient gene modulation in mouse epiblast using a Sox2Cre transgenic mouse strain. *Mech Dev* **119**, 1:S97-101 (2002).
- 2 Rodríguez-Seguel, E. *et al.* Mutually exclusive signaling signatures define the hepatic and pancreatic progenitor cell lineages divergence. *Genes Dev.* **27**, 1932-1946 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

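Expression was measured on 18 Agilent mouse arrays in 1 colour, 3 for each of 6 groups: BAML cells without vector (HEP control), BAML cells transduced with LV-TGIF2 and sorted at d14 or d30 (TiPP cells), E14.5 pancreas, adult pancreas and adult liver. No sample was pooled with another or left out. The RNA-seq of E10.5 progenitors and the arrays of embryonic liver, which the paper compares with TiPP cells, were not used here, and no result of quantitative PCR, protein, function or transplantation was tested, although array values are given for some genes that the paper measured by PCR.

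The authors deposited 1 scanner file per array, and per the file headers each intensity had been corrected for background within its array by Agilent Feature Extraction, with low values replaced by a positive surrogate and without normalization between arrays. The median brightness of each spot and of its local background are also given there as intensities, uncorrected. A second table that the authors deposited holds log2 values, and a check against the scanner files showed them to be the log2 of quantile-normalized intensities, with a largest difference of 0.0003. The scanner intensities were used for all values in the passages, and the log2 table only as an alternative.

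Control spots were dropped, and spots that Feature Extraction had marked as outliers were set to missing. The log2 intensity was taken relative to the 75th percentile of the transcript spots on the same array, and the spots of a probe were averaged. A probe was kept when Feature Extraction called it well above background on every measured array of at least 1 of the 6 groups, with at least 2 measured arrays in that group. Probes are named by accession only. They were given a gene symbol through a RefSeq annotation of GRCm38.p6, which covered 27235 of 55681 probes (48.9%) and 20660 symbols, while the other 28446 kept the name in the files. Each gene was represented by its probe with the highest mean signal over the 18 arrays, which left 26257 genes, 16173 of them with a symbol.

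Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with all 18 arrays in 1 model of 6 groups, and P values were adjusted over all genes tested by the method of Benjamini and Hochberg. The comparisons were TiPP d14 with HEP control, TiPP d30 with HEP control, TiPP d30 with TiPP d14, HEP control with adult liver, and E14.5 pancreas with adult liver, the last only to define gene sets. Genes changed 4-fold were called at an adjusted P under 0.01, genes changed 2-fold at 0.05, and a gene named on its own at 0.05 with no limit on its fold change. For a gene that was not well above background on any array of a group, the fold change is a lower bound against the lowest normalized value among probes well above background on each array of that group, and none is given where the gene was absent from both groups or the bound shows no change. Gene sets were tested with camera at a correlation of 0.01 between genes, and again with an estimated correlation and with fry, all from limma. Clustering used z-scores of the genes changed 4-fold at d14, with complete linkage on Euclidean distance. The placement of a group is its mean Pearson correlation with one reference group minus that with another over the same genes: E14.5 pancreas minus HEP control for the d14 arrays, and adult liver minus E14.5 pancreas for the HEP control arrays. Loading and drawing used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and data.table 1.17.8 in R.

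Single genes were named by a rule: every gene that the paper names or draws for these comparisons, and in each direction the 5 with the largest fitted change among genes with a symbol that passed the 4-fold threshold, did not overlap between groups and were well above background on every array of the higher group. Gene lists written beforehand, besides those in the paper, were pluripotency, mesenchymal, epithelial, mature pancreas, early pancreas factors, proliferation, blood and macrophage, and Hox genes. A list of liver secretory genes was added after *Alb* had been seen on the E14.5 pancreas arrays, and the limit to genes with a symbol after probes were found to be named by accession. For each list, the number called is given over all genes and after adjustment over the list alone, except where a gene of the list is not reported here.

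The same code was tested on simulated data with 25460 genes, of which 200 were changed at d14. It recovered 185 (92.5%), called 1 unchanged gene and called 0 at d30, where nothing had been changed, and 182 were recovered with normexp. These rates hold for the simulated changes and noise alone. On the real arrays, a split with HEP control and d30 arrays on both sides called 2367 genes changed 2-fold. The simulated false calls do not cover such differences between replicates.

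Each result was computed again with 1 choice changed at a time. Alternatives for the values were normexp background correction with an offset of 50 before the 75th percentile, quantile normalization, and the authors' log2 table. As the files hold no mean brightness of spots, normexp was run on the median brightness. The filter was dropped, or made to require all 18 arrays. Other alternatives were slide as a fixed block, replicate number as a block, the mean of a gene's probes, every probe on its own, only the arrays of the groups compared, and each array of the groups compared left out in turn. Placement was also computed over all genes, over genes not called 2-fold at either time, over the 1000 genes of largest variance, by Spearman correlation and without z-scores. All these alternatives, the comparisons, the thresholds and the rule for named genes, apart from its limit to genes with a symbol, were set before the data were examined.

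The 75th percentile of the signal was 346.1 to 662.4 in cells and E14.5 pancreas and 81.2 to 143.2 in adult pancreas and adult liver, so that dim transcripts are measured less well in the adult tissues. Precision between replicates varied by group, from 1.76% of genes over 2-fold apart between E14.5 pancreas replicates 2 and 3 to 30.4% between adult liver replicates 1 and 2, with up to 29.8% in HEP control and at most 3.15% at d14. Slide is separated from tissue only through single arrays, since the tissues were read on slides 3 and 4 and the cell samples on slides 1 and 2, except d30 replicate 3 on slide 3. Replicate numbers were not taken to pair the arrays.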

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

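The tests of slide, of scaling and of a single d30 array for the genes that differ between TiPP d30 and d14 were chosen only after that result was seen.

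TiPP cells differed between the time points. As d14 and d30 were compared with the same HEP control arrays, the difference between the 2 comparisons is that between the TiPP arrays themselves, and limma called 120 genes over 2-fold in it, 30 higher and 90 lower at d30. Among all genes, the 3 d30 arrays did not overlap the 3 d14 arrays in 26.1%, where chance gives 10%. Of the 10 ways to part these 6 arrays into 3 and 3, 1 gave as many genes, the real one. This cannot exclude chance, because 3 against 3 arrays never gives a share under 0.1. The number called depends on single arrays: 22 without d14 replicate 2, and 946 without d30 replicate 1, the d30 array that lies apart from the other two. Against slide as the whole cause, 108 of the 120 were called in the same direction with slide as a fixed block. Against scaling, 73 of the 120 were called in the same direction under quantile normalization, and scaling stays open for the others. Against a single d30 array as the whole source, at least 44 genes were called anew whichever d30 array was left out (44 without replicate 3). Time after transduction, which the design names, stays open as an untested biological explanation, and with no vector control at either time the difference is not shown to be one in the effect of TGIF2. So does growth state, in which d30 replicates 2 and 3 differ from d30 replicate 1 by a median of 1.46 log2 units over the proliferation genes.

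Hox genes, whose levels in TiPP cells the paper's text does not discuss although its Supplementary Data 1 lists some of them, were raised above HEP control. Of 39 listed, 28 could be tested. At d30, 14 (50.0%) were called higher by limma, 17 when adjusted over the list alone, against 5.40% of all genes, and 24 of the 25 that were well above background on any of these arrays were higher. At d14, 7 (25.0%) were called higher, 9 over the list alone, against 8.38% of all genes, and 17 of 23 measured in the same way were higher. Of all 28, 20 were higher at d14, but 13 under normexp, which still called 8. Scaling as the whole cause is argued against, as 10 were called higher at d30 under quantile normalization and 12 under normexp. HEP control replicate 3 is argued against too: 14 were called without it, and 15 with slide as a fixed block. Mesenchymal cells among the sorted cells stay open. The median change of *Col1a1*, *Col1a2* and *Col3a1* at d30 was 0.54 (0.94 and 0.54 for the first 2, *Col3a1* being not well above background on any HEP control array), and limma called 0 of the 3, with 1 of the 3 at an unadjusted P under 0.05; without d30 replicate 1, *Col1a1* was called (adjusted P = 0.0317; adjusted P from 0.0317 to 0.737 over its settings). At d14, when 7 Hox genes were already called, *Col1a1* was not well above background on any array, which goes against such cells at that time, while *Col1a2* changed by 0.38. At d30 these genes rose, if too little to be called, and there a share of mesenchymal cells and a change within the TiPP cells cannot be told apart. An effect of TGIF2 or of time in culture on Hox genes stays open as a hypothesis, and a vector control at d14 and d30 would be needed to test it.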

How the results depend on the processing

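Tests with the authors' log2 table on every probe without a filter, with and without HEP control replicate 3, those with the mean of the proliferation genes as a covariate, and those of another split of the d30 and HEP control arrays with slide as a fixed block were chosen only after the results were seen.

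In the model as reported, 737 genes changed 4-fold at d14 and 505 at d30, 2576 and 1713 changed 2-fold, 120 differed 2-fold between d30 and d14, and 13038 between HEP control and adult liver. Background correction by normexp gave 190 (157 higher, 33 lower) and 119 (103, 16) genes at 4-fold, and 1462 (854, 608; 58.4% higher against 68.8%) and 931 (538, 393; 57.8% against 68.4%) at 2-fold. It called 2 pancreatic genes of Fig. 5b at d30 in place of 4 and moved *Celsr2* at d14 from -0.18 to 0.40 (called; adjusted P from 0.0359 to 0.979 over its settings), the only one of 2499 values of named genes to change sign and be called. Under quantile normalization, 469 (409, 60) and 316 (273, 43) genes changed 4-fold, 7.53% of E14.5 genes were raised at d14 in place of 12.4%, and 4 hepatic genes of Fig. 5b were called lower at d14 and 7 at d30, in place of 8 and 11. The authors' log2 table gave 334 (291, 43) genes at 4-fold at d30, 7.50% of E14.5 genes, and again 4 and 7 hepatic genes. Between HEP control and adult liver, 41.4% of the called genes were higher in HEP control, against 29.8% under normexp, and the majority was higher under quantile normalization (7079, 4831) and with the authors' table (7258, 4817). For all these changes of scale the cause was not tested. The median of all genes in that comparison was -0.20 as reported, -0.68 under normexp, 0.27 under quantile normalization and 0.30 in the authors' table. It was 0.13, -0.55, 0.34 and 0.39 for E14.5 pancreas against adult liver, -0.03, -0.17, -0.02 and -0.02 at d14, 0.07, -0.06, 0.01 and 0.01 at d30, and 0.09, 0.10, 0.03 and 0.02 for d30 against d14.

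Without a filter on dim probes, 22253 genes (5415, 16838) differed between HEP control and adult liver, and 7 hepatic genes were called at d30. Requiring all 18 arrays to be well above background, which leaves fewer genes to test, gave 176 (128, 48) and 110 (86, 24) genes at 4-fold, 1047 (512, 535) and 686 (335, 351) at 2-fold, 47 (12, 35) between d30 and d14, and 5757 (2945, 2812) between HEP control and liver. It left 9 of the Panther Wnt genes called in place of 18, 36.7% of the d14 genes of Supplementary Data 1 in place of 75.3%, and 2 pancreatic genes at d30. With only the arrays of the groups compared, d30 had 37 (31, 6) genes at 4-fold and 471 (374, 97) at 2-fold, and d14 had 537 at 4-fold. There 5 and 2 hepatic genes were called at d14 and d30, and 1 pancreatic gene at d30. This setting leaves fewer arrays and takes the spread from the compared groups alone. Replicates differed over 2-fold in up to 29.8% of genes in HEP control and 20.4% at d30. The largest shares were 3.15% at d14 and 2.85% in E14.5 pancreas, but 30.4% in adult liver. For d30, the P values of the fit of all 18 arrays may thus be too small, and the 2 causes were not told apart. Testing every probe on its own gave 959 at d14 (823, 136), and unadjusted P values gave 1205 (578, 627) between d30 and d14.

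Slide as a fixed block gave 308 genes (111, 197) between d30 and d14, and the cause was not tested. It gave 13 hepatic genes at d14, where 8 were reported. HEP control replicate 3 is the only array of slide 2, so that the block takes it out of the d14 comparison by construction, and the d14 changes of named genes equal those without this array (*Serpina1a* -2.22 and *Fah* -1.04 in both). Without the array, 10 hepatic genes were called, and the cause of the difference between 10 and 13 was not tested. The replicate block gave 731 genes at 4-fold and 2633 at 2-fold at d14, and a number within 1.5 times of that reported between d30 and d14. Arrays with the same number are not evidently paired: after removal of group means, HEP control and TiPP arrays with the same number correlated at -0.28 to 0.32 (median 0.09), and those with other numbers at -0.36 to 0.32 (median -0.06).

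The placement of d14 arrays nearer E14.5 pancreas than HEP control, 0.030, is not stable. It was 0.20 under normexp and reversed under quantile normalization (-0.16), with the authors' table (-0.15), over all genes (-0.66), over genes not called 2-fold (-0.82), over the 1000 genes of largest variance (-1.43), by Spearman correlation (-0.21) and without z-scores (-0.45). The placement of HEP control nearer liver, 0.27, was 0.42 under normexp, 0.13 over genes not called and 0.15 without z-scores. What moved these values was not tested, except that other genes enter.

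With 1 array left out at a time, the 4-fold counts were 585 (without d14 replicate 1) to 735 (HEP control 3) at d14 and 424 (HEP control 1) to 655 (HEP control 3) at d30. The 2-fold counts were 1955 (d14 replicate 2) to 2585 (HEP control 3) and 1371 (HEP control 1) to 2582 (HEP control 3), and 22 (d14 replicate 2) to 946 (d30 replicate 1) between d30 and d14. Between HEP control and liver they were 12235 (HEP control 3) to 13342 (liver 2). Panther Wnt genes called numbered 15 (d14 replicate 1) to 21 (HEP control 3), Supplementary Data 1 shares were 68.8% (HEP control 1) to 86.1% (HEP control 3), and E14.5 shares 9.56% (d14 replicate 2) to 13.6% (d30 replicate 1). Hepatic genes called lower numbered 2 (HEP control 1) to 10 (HEP control 3) at d14 and 5 (HEP control 1) to 24 (HEP control 3) at d30, and pancreatic genes called higher 3 (HEP control 3) to 6 (HEP control 1) at d14 and 2 (d30 replicate 1) to 4 at d30. The d14 placement ran from -0.054 (HEP control 2) to 0.13 (E14.5 replicate 2), negative also without HEP control 1 (-0.041), d30 replicate 1 (-0.029) or d30 replicate 2 (-0.013), and the HEP control placement from 0.20 (E14.5 replicate 3) to 0.50 (HEP control 3).

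Among the values of named genes, 2349 stayed on their side of the threshold, 86 lost a call and 63 gained one in the same direction. Of the 2349, 2245 kept their sign, and 104 that were not called under either setting changed it. Wnt genes of Fig. 5d called at d14 numbered 9 as reported, 4 when all 18 arrays had to be above background and 12 with slide as a block, and at d30 6, with 10 by slide and 3 with only the groups compared. The authors' table on every probe without a filter called 573 probes (482, 91) at 4-fold at d14, or 559 (441, 118) without HEP control replicate 3. With the proliferation covariate, 728 and 529 genes changed 4-fold, 2573 and 1780 changed 2-fold, 9 and 8 hepatic genes were called lower, and 5 and 3 pancreatic genes higher. Average linkage yields a tree and no value, and no result was computed from it.

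Other splits of the arrays cannot by themselves exclude chance for any count here, as 3 against 3 arrays make 10 splits and the share is never under 0.1; the adjusted P values of limma are a separate test. In 1 of 10 splits, the real one, the count was as large for genes changed 4-fold at d14 and d30, changed 2-fold at d14, between d30 and d14 and between HEP control and liver, for the Panther Wnt genes, Supplementary Data 1, E14.5 genes, pancreatic genes at both times and hepatic genes at d14. In 2 of 10 it was as large for genes changed 2-fold at d30 (1713) and hepatic genes at d30 (11). The other split sets HEP control replicates 1 and 2 with d30 replicate 1 against HEP control replicate 3 with d30 replicates 2 and 3, with 2367 genes and 17 hepatic genes. It follows slide in part and the level of the proliferation genes in full. With slide as a fixed block, the real split gave 2557 genes and 14 hepatic genes, and the other split 1512 and 13.

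Signal over background limits the tissue comparison: a median of 39.8% of probes was well above background in adult liver and 44.1% in adult pancreas, against 54.7% in HEP control.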

Differences from the paper's values

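*Ncam1* was at about 0.53 in Supplementary Fig. 3b of the paper, read by eye, in TiPP d14 cells against HEP control, and here at -0.030 (log2). The spread here was an SD of 0.874, so these values differ in sign but not by more than the spread. Some alternatives set before the data were examined gave *Ncam1* the sign of the paper's value. These were normexp, quantile normalization, the authors' log2 table, slide as a fixed block and leaving out HEP control replicate 3. *Ncam1* stayed negative, within the spread, without the filter and with the replicate block, the mean of probes or only the groups compared. It also did so without HEP control replicate 1 or 2 or any d14 array. *Sox1* was at about -0.68 in the paper's Supplementary Fig. 3b, read by eye, and here at 0.16, and none of the 15 alternatives set before the data were examined brings it within the spread.

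*Tox3* was at about 1.5 in Supplementary Fig. 3b of the paper, read by eye, and here at 1.98. Quantile normalization, the authors' log2 table, slide as a fixed block, and leaving out HEP control replicate 3 or d14 replicate 2, all set before the data were examined, bring *Tox3* within the spread, while normexp, dropping the filter, the replicate block, the mean of probes, only the groups compared, and leaving out HEP control replicate 1 or 2 or d14 replicate 1 or 3 do not. *Fgfr2* was at about -0.47 in the paper's Supplementary Fig. 3b, read by eye, and here at 0.11. The spread of *Fgfr2* here was an SD of 0.726, so these values too differ in sign but not by more than the spread. Slide as a fixed block and leaving out HEP control replicate 3 gave *Fgfr2* the sign of the paper's value. The other 13 alternatives set before the data were examined did not.

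The paper states that BAML cells and adult liver have like levels of mature hepatic genes. On the arrays, 7 of 7 such genes were called lower in HEP control, with a median log2 difference of -3.46. *Alb* (-3.46) was not called under quantile normalization (-2.99), with the authors' log2 table (-2.67), with slide as a fixed block (-5.25), or without HEP control replicate 3 (-2.58) or liver replicate 1 (-2.93), and *Ttr* (-3.38) not with slide as a fixed block (-3.65).

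In the paper's Fig. 5a, HEP control joins adult liver and TiPP cells join E14.5 pancreas. Here the HEP control arrays formed the outermost branch, and TiPP cells joined a branch of E14.5 and adult pancreas together. Average linkage on correlation put TiPP cells with HEP control. In trees over all genes, genes not called 2-fold and the 1000 genes of largest variance, TiPP and HEP control arrays were mixed.

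Of the 9 pancreatic genes that the paper names as raised, 3 were called at d14. *Nr5a2* (1.13) was not called as reported, but was called under normexp (0.94), when all 18 arrays had to be above background (1.13), and without HEP control replicate 1 (1.43) or 2 (1.35). *Sox9* (0.67), *Neurod1* and *Cpa1* were not called in any of 14 settings at d14 or d30. *Pdx1* was not called at d14 and was called at d30, and *Pax6* was not called higher in any setting and was called lower at d14 under normexp. *Neurod1*, *Cpa1* and *Pax6* were not well above background on any HEP control or TiPP array. The paper describes all hepatic genes of Fig. 5b as reduced. Here 27 of 33 were lower at d14 and 8 were called, and 32 of 33 were lower at d30 and 11 were called. Leaving out HEP control replicate 3, 10 and 24 were called, and against replicates 1 and 2 alone 33 of 33 were lower at d14. The paper's Fig. 5a and Fig. 5d show 2 HEP control columns, where 3 arrays were used here.

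Of 11 Wnt and planar cell polarity genes, those that the paper names as raised with the members of *Vangl* and *Celsr* drawn in its Fig. 5d, 9 were higher and 6 were called at d14. *Vangl1* (-0.01), *Vangl2* (0.47) and *Camk2b* (0.13) were not called in any of 15 settings at d14 or d30. *Celsr2* (-0.18) was called higher under normexp at d14 (0.40) and d30 (0.52), and by the mean of its probes at d30 (1.02). *Scrib* (0.41) was called at d14 under normexp (0.53), quantile normalization (0.62), the authors' log2 table (0.60) and slide as a fixed block (0.61), and at d30 under normexp (0.62), slide as a fixed block (0.62) and without HEP control replicate 3 (0.69).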

Other observations

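The tests of slide and of a swap of arrays for HEP control replicate 3, of slide and of pancreas RNA for *Cpa1* on the liver arrays, and of the proliferation covariate were chosen only after the results were seen.

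HEP control replicate 3 lay apart from replicates 1 and 2, which differed from it over 2-fold in 29.8% and 29.6% of genes and from each other in 3.81%. Of the 33 hepatic genes of Fig. 5b, 32 were lower on it, with a median difference of -1.89. Replicate 3 was alone on its slide, but its difference from replicates 1 and 2 correlated across all genes at 0.36 with the difference between d30 replicates 2 and 1, both read on slide 1, which argues against the slide as the whole cause. Scaling is argued against, since 25.0% of genes were over 2-fold apart between replicates 1 and 3 under quantile normalization, against 2.61% between replicates 1 and 2. A swap with a TiPP array is argued against as well: over 434 genes called 4-fold at d14 and d30 without it, replicate 3 lay nearer HEP control replicates 1 and 2 than the TiPP mean in 78.1%. A lower share of liver-type cells stays open. The hepatic genes fell unequally, with an SD of 1.17 between genes (0.15 between replicates 1 and 2) and a range from -3.98 to 0.38, but cells that lose hepatic genes at different rates and a mixture with other cells cannot be told apart from this spread. Growth state may be a candidate explanation. The 5 proliferation genes were higher on replicate 3 by 0.97 to 2.13, and as a test on other arrays they were also higher on d30 replicates 2 and 3 than on d30 replicate 1, with a median of 1.46 (from 1.16 to 1.98). Their mean was 4.71 on HEP control replicate 3 and 4.84 and 4.78 on d30 replicates 2 and 3, against 3.02 to 3.40 on the other HEP control, d14 and d30 arrays. This was found and tested on the same data, and culture history, which the labels do not give, was not tested. With these genes as a covariate, 1780 genes changed 2-fold at d30, against 1713 as reported and 2582 without HEP control replicate 3.

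The choice of HEP control arrays decides how the hepatic genes appear. Against HEP control replicates 1 and 2, 33 of 33 were lower at d14 and the median was -1.03, and on d30 replicates 2 and 3 the median was -2.20, with d30 replicate 1 at -0.99. Against HEP control replicate 3, the medians were 0.33, -0.42 and 0.80.

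*Cpa1*, a gene of pancreatic acinar cells, was at 3.39 and 4.38 on liver replicates 1 and 3 and at -0.79 on replicate 2, where adult pancreas was at 11.82 on average. Pancreas RNA in liver samples 1 and 3 is a candidate source. Of 9 other mature pancreas genes that adult pancreas expresses and that were well above background on at least 1 liver array, 9 were higher on both arrays than on replicate 2, as were 38.2% of all genes. The most abundant on the liver arrays, *Amy2a5*, was at 7.14, 3.05 and 7.30 (11.54 in adult pancreas). A slide shared with the pancreas arrays is argued against, as *Cpa1* was 5.17 log2 units higher on replicate 3 than on replicate 2, both read on slide 4. No biological explanation was tested.

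*Alb* was at 4.37, 1.96 and -0.54 on the E14.5 pancreas arrays 1, 2 and 3. Liver RNA in these samples is a candidate source: 10 of 11 other liver secretory genes lay in the same order of arrays, as did 20.6% of all genes. *Afp* was at 6.34, 4.04 and 2.92, while *Serpina1a* hardly differed (6.11, 6.07 and 6.03) and *Ambp* was not in that order (7.45, 7.41 and 7.43). Some of these genes are also expressed in the HEP control arrays, and no biological explanation was tested.

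Among further lists, all but that of liver secretory genes written beforehand, 1 of 16 mesenchymal genes (*Zeb2*) was called higher at d14 and 3 (*Fn1*, *S100a4* and *Thy1*) at d30, or 0 and 7 when adjusted over the list alone. Of 9 epithelial genes, *Epcam* (3.28), *Cldn3* (3.96) and *Cldn7* (1.71) were called higher at d14, and *Cldn3* at d30, or 3 higher and 1 lower at d14 and 3 higher at d30 over the list alone. For 12 mature pancreas genes, limma called 0 at either time, with 0 at an unadjusted P under 0.05. Among 16 early pancreas factors, *Onecut1* was called higher at d14 and *Pdx1* at d30, both also over the list alone. Of 5 proliferation genes limma called 0 at either time, with 0 at an unadjusted P under 0.05 and medians of -0.54 at d14 and 0.58 at d30. *Aif1* (2.18) and *Cybb* (2.22), of 6 blood and macrophage genes tested, were called higher at d14 and again at d30, and over the list alone 2 were higher at both times and 1 lower at d30. For 12 liver secretory genes, limma called 0 at either time, 1 and 5 being lower at an unadjusted P under 0.05, with medians of -1.20 and -1.80.

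For the 7 mature hepatic genes compared between BAML cells and liver, all were lower in TiPP cells than in HEP control. By limma, 0 were called at d14 (1 at an unadjusted P under 0.05) and 2 at d30 (*Serpina1e* and *Fah*), or 5 at d30 over the list alone. *Serpina1e* at d30 (-2.40) was called in 6 of 15 other settings, with adjusted P from 0.00207 to 0.333, and not without HEP control replicate 1 (-1.94) or 2 (-1.92) or d30 replicate 2 (-1.96) or 3 (-2.00). Without HEP control replicate 3, 5 of the 7 were called at d14 and 6 of the 7 at d30. These included *Serpina1a* (-2.22), *Serpina1c* (-2.28), *Serpina1d* (-2.41) and *Serpina1e* (-2.29) at d14. In the same way *Fah* was called at d14 (-1.04, with adjusted P from 0.00272 to 0.277 over its settings), and without HEP control replicate 1 (-0.95) or 2 (-0.87) it was not called at d30 (with adjusted P from 0.000394 to 0.199). *Foxa2*, for which the paper measured similar levels by PCR, was called lower on the arrays at d14 (-1.37, adjusted P = 6.8e-05) and d30 (-1.06, adjusted P = 0.000918), and *Prox1* was not called at d14 (-0.40, adjusted P = 0.898) or at d30 (-1.93, adjusted P = 0.43), where it was well above background on 1 of 3 arrays.

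At d30, 336 raised and 48 lowered genes with a symbol met the rule for naming. The 5 with the largest fitted rise were *Cers4* (at least 25.8-fold higher), *Ppef1* (at least 31.2-fold), *Tff1* (5.73, adjusted P = 0.0046), *Adamts2* (5.37) and *Armcx1* (at least 15.8-fold). The rise of *Tff1* ran from 4.20 to 7.36 with 1 array left out. *Tff1* was called in 13 of 14 other settings, but not with only the arrays of the groups compared (limma, adjusted P = 0.1455). The 5 with the largest fitted fall were *Cyp1a1* (at least 7.16-fold lower), *Dync1i1* (at least 8.06-fold), *Timd2* (at least 14.3-fold), *Plcl1* (at least 5.95-fold) and *Rab40b* (at least 4.83-fold).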
